# Cell-to-Cell Signaling Influences the Fate of Prostate Cancer Stem Cells and Their Potential to Generate More Aggressive Tumors

**DOI:** 10.1371/journal.pone.0031467

**Published:** 2012-02-06

**Authors:** Luisa Salvatori, Francesca Caporuscio, Alessandra Verdina, Giuseppe Starace, Stefania Crispi, Maria Rita Nicotra, Andrea Russo, Raffaele Adolfo Calogero, Emanuela Morgante, Pier Giorgio Natali, Matteo Antonio Russo, Elisa Petrangeli

## Abstract

An increasing number of malignancies has been shown to be initiated and propelled by small subpopulations of cancer stem cells (CSC). However, whether tumor aggressiveness is driven by CSC and by what extent this property may be relevant within the tumor mass is still unsettled. To address this issue, we isolated a rare tumor cell population on the basis of its CD44^+^CD24^−^ phenotype from the human androgen-independent prostate carcinoma cell line DU145 and established its CSC properties. The behavior of selected CSC was investigated with respect to the bulk DU145 cells. The injection of CSC in nude mice generated highly vascularized tumors infiltrating the adjacent tissues, showing high density of neuroendocrine cells and expressing low levels of E-cadherin and β-catenin as well as high levels of vimentin. On the contrary, when a comparable number of unsorted DU145 cells were injected the resulting tumors were less aggressive. To investigate the different features of tumors *in vivo*, the influence of differentiated tumor cells on CSC was examined *in vitro* by growing CSC in the absence or presence of conditioned medium from DU145 cells. CSC grown in permissive conditions differentiated into cell populations with features similar to those of cells held in aggressive tumors generated from CSC injection. Differently, conditioned medium induced CSC to differentiate into a cell phenotype comparable to cells of scarcely aggressive tumors originated from bulk DU145 cell injection. These findings show for the first time that CSC are able to generate differentiated cells expressing either highly or scarcely aggressive phenotype, thus influencing prostate cancer progression. The fate of CSC was determined by signals released from tumor environment. Moreover, using microarray analysis we selected some molecules which could be involved in this cell-to-cell signaling, hypothesizing their potential value for prognostic or therapeutic applications.

## Introduction

Prostatic adenocarcinoma (PCa) is a leading cause of death among men in the United States and Western Europe [1]. Because of its androgen-dependent growth, hormone ablation remains the main treatment of metastatic disease. While initially effective, this treatment is followed in a few years by tumor recurrence [2] in which an androgen-independent neuroendocrine (NE) subpopulation of cells is thought to play an important role [3], [4]. NE cells are quiescent, terminally differentiated cells characterized by dendrite-like processes extending between adjacent cells and by the expression of neuronal-like proteins such as CD56 and chromogranin A (CGA) contained in dense cytoplasmic granules [5]. Through the secretion of neuropeptides NE cells modulate the activity of normal prostate epithelium but are also capable to influence adjacent transformed epithelial cells via paracrine signals, thus stimulating tumor growth and metastatic capacity [5]–[7]. In fact, an increased NE cell population in PCa is thought to be associated with a more aggressive disease, whereas a low number of NE cells in tumor tissue have no specific prognostic meaning [6], [8], [9]. Interestingly, both NE and secretory epithelial lineage are derived from a common pluripotent prostate stem cell [10].

A further basic mechanism involved in the progression of PCa is decreased expression of E-cadherin, the main transmembrane adhesion molecule responsible for cell-to-cell interactions and tissue organization in epithelial cells [11], [12]. Through the cytoplasmic domain, it binds β-catenin, which influences cytoskeletal arrangement [13]. As a consequence, loss of E-cadherin function or expression is considered a crucial event in the disruption of cell-cell adhesion and cytoskeletal architecture and in the acquisition of an invasive phenotype in tumor cells [14]. In particular, in PCa, lower expression of E-cadherin was associated with more advanced tumor stage and grade [15], [16]. Poorly differentiated prostate tumors also showed higher expression of vimentin, a cytoskeletal component responsible for maintaining cell integrity, and high levels of vimentin correlated with the invasive capacity of prostate cancer cell lines, including DU145 [17].

Traditionally, tumors have been considered to be composed of heterogeneous cells with comparable unlimited proliferative and tumorigenic potential. However, it has recently been hypothesized that only rare cells within the tumor, named cancer stem cells (CSC), are able to proliferate extensively and are tumorigenic, whereas the majority of cells in the tumor mass show a variable degree of differentiation and undergo a limited number of divisions. Their contribution to tumor growth and metastatization is considered to be rather limited. Importantly, this model implies the need for a new therapeutic approach specifically targeted towards the CSC in the attempt to definitively eradicate the tumor [18]. However, whether tumor aggressiveness is driven by CSC and by what extent this property may be biologically relevant within the naturally occurring tumor mass is still unsettled.

As the presence of CSC in PCa [19] and prostate cancer cell lines [20] was recently demonstrated on the basis of the surface antigenic profile CD44^+^/α_2_β_1_^hi^/CD133^+^ and CD44^+^CD24^−^, respectively, in the present study we aimed to evaluate the contribution of CSC to tumor progression. We isolated CD44^+^CD24^−^ stem-like cancer cells from the androgen-independent prostate cancer cell line DU145 derived from a brain metastasis of human PCa, showed their CSC properties, and investigated their phenotype and behavior with respect to the bulk DU145 cells. Importantly, in this model of prostate cancer we observed that CSC were able to generate highly aggressive tumors in NOD/SCID mice and that this potential was limited by the presence of differentiated DU145 cells with the consequent growth of less aggressive tumors. Consistently, by growing CSC in conditioned medium from DU145 cells *in vitro*, we unveiled that diffusible factors released from differentiated tumor cells were able to restrain CSC from differentiating into cell populations showing an aggressive phenotype and with features similar to those of cells held in tumors generated in mice from the injection of CSC. Finally, functional analysis of genes found differentially expressed in CSC and DU145 cells by microarray analysis confirmed the essential role of cell-to-cell signaling molecules to determine the behavior of CSC. Further investigations performed also in other models of prostate cancer might assign prognostic or therapeutic value to this signature.

## Results

### Isolation and characterization of CSC from DU145 prostate cancer cells

DU145 cells were enriched by fluorescence-activated cell sorting (FACS) for the population expressing CD44^+^CD24^−^ [20] which represented about 10% of bulk DU145 cells (Figure 1A). We tested the stem-like properties of selected cells to indisputably describe them as prostate CSC. A very small percentage of CD44^+^CD24^−^ isolated cells was able to generate non-adherent spherical clusters, termed spheroids or prostaspheres, in serum-free medium supplemented with EGF, bFGF and insulin (Serum Replacement Medium, SRM). Spheroids grew very slowly, reaching the size of about 300 µm within 6–8 weeks (Figure 1B). As expected, spheroids were enriched for CD44^+^CD24^−^ cells, as determined by both immunofluorescence (IF) staining (data not shown) and quantitative real-time PCR (Q-PCR) analysis, with comparable results. In fact, in spheroids CD44 mRNA was expressed at levels similar to DU145 cells, whereas the expression of CD24 was significantly lower (Figure 1C).

**Figure 1:**
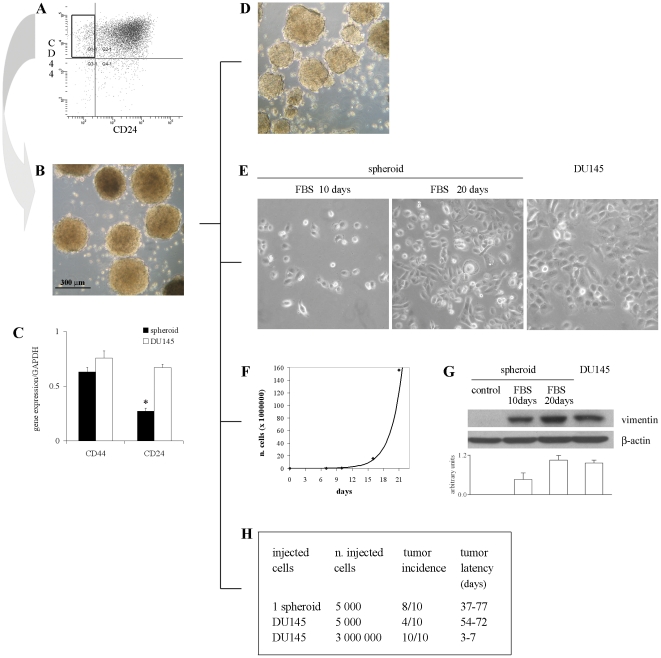
Sorting, culture and characterization of stem-like cells from DU145 cell line. (**A**) FACS analysis of CD44 and CD24 expression in DU145 cells. (**B**) Culture of isolated CD44^+^CD24^−^ cells growing in SRM as nonadherent prostaspheres (5× objective). (**C**) Q-PCR of CD44 and CD24 expression in spheroid and DU145 cells. Data are presented as mean ± SEM from 3 experiments. *, *p*<0.05 *vs* DU145 cells. (**D**) Self-renewal capacity of spheroids. Serum supplementation and the withdrawal of growth factors induce the growth of spheroid cells as adherent cells with morphology (**E**), proliferation rate (**F**) and expression of vimentin (**G**) comparable to DU145 cells. Photographs of spheroid cells were taken under a phase contrast microscope after 10 and 20 days of growth in FBS-containing medium (20×). The representative western blots show the expression of vimentin and β-actin in spheroid cells grown in FBS-supplemented medium with respect to control spheroids and DU145 cells. The histogram displays the densitometric quantification of vimentin normalized to β-actin levels. Values are expressed as mean ± SEM from 3 independent experiments. (**H**) Tumor incidence and latency after injection of 1 spheroid, 5,000 or 3×10^6^ DU145 cells in NOD/SCID mice.

Spheroids contained long-term self-renewing cells, as demonstrated by the ability of a fraction of cells from dissociated spheroids to generate new prostaspheres lasted over 5 passages (Figure 1D).

We observed that spheroid cells displayed differentiation capacity. In fact, when removed of growth factors and exposed to 10% FBS-containing medium, a significant fraction of spheroid cells became adherent, grew as a flat monolayer and showed a heterogeneous morphology highly similar to DU145 cells after 20 days (Figure 1E). In the early days of growth in these permissive conditions, spheroid cells showed a doubling time of about 50 h that progressively decreased up to the proliferation rate of DU145 cells, namely 30 h, starting from 15 days of culture (Figure 1F). Moreover, to confirm the appearance of the phenotype of DU145 differentiated cancer cells we analyzed the expression of the intermediate filament protein vimentin. In fact, vimentin expression has been reported to be modulated during cell maturation according to the cell lineage [21] and was found highly expressed in DU145 cell line [17]. Actually, after 20 days in FBS-supplemented medium, vimentin-negative cells derived from spheroids expressed vimentin at levels comparable to DU145 cells (Figure 1G).

Finally, we determined the tumor-producing ability of spheroid cells with respect to unsorted DU145 cells into immunodeficient mice. The injection of 1 spheroid of 300 µm in diameter, containing approximately 5,000 cells, resulted in tumors in 80% of mice, whereas the injection of 5,000 bulk DU145 cells generated tumors in 40% of animals (Figure 1H). Moreover, the tumor latency was also shorter in the spheroid-injected mice than in the mice injected with unsorted cells (37 and 54 days, respectively). The injection of 3×10^6^ DU145 cells, which were used as controls, generated tumors with the lowest latency in all the mice. Consistent with a previous report [20], all together our results indicate that CD44^+^CD24^−^ spheroid cells present key biological properties of CSC since they showed capacity for self-renewal, were able to differentiate into parental DU145 cells and were more tumorigenic than bulk DU145 cells when the same number of cells was injected in mice.

### Heterogeneous composition of spheroids

Spheroids up to 300–400 µm in diameter showed a compact architecture (Figure 2A) due to the presence of very tight cell-to-cell contacts, as seen on Transmission Electron Microscopy (TEM). High-power magnification showed multiple junctional complexes formed by desmosomes and adherent junctions (Figure 2B). Spheroid cells also presented nuclear pore complexes organized in annulate lamellae (Figure 2C), which are considered precursors in the assembly of the nuclear envelop. They are typically present in embryonic and immature cells and disappear during differentiation [22]. However, spheroids also hold differentiated cells that, in these culture conditions selective for stem cells, showed several levels of cell degradation. In particular, characteristic cytoplasmic blebs were evident (Figure 2D), indicating that the degrading phase approached cell necrosis (Figure 2F), while nuclei appeared mostly intact (Figure 2E). These damages suggest the terminal destiny of differentiated cells.

**Figure 2:**
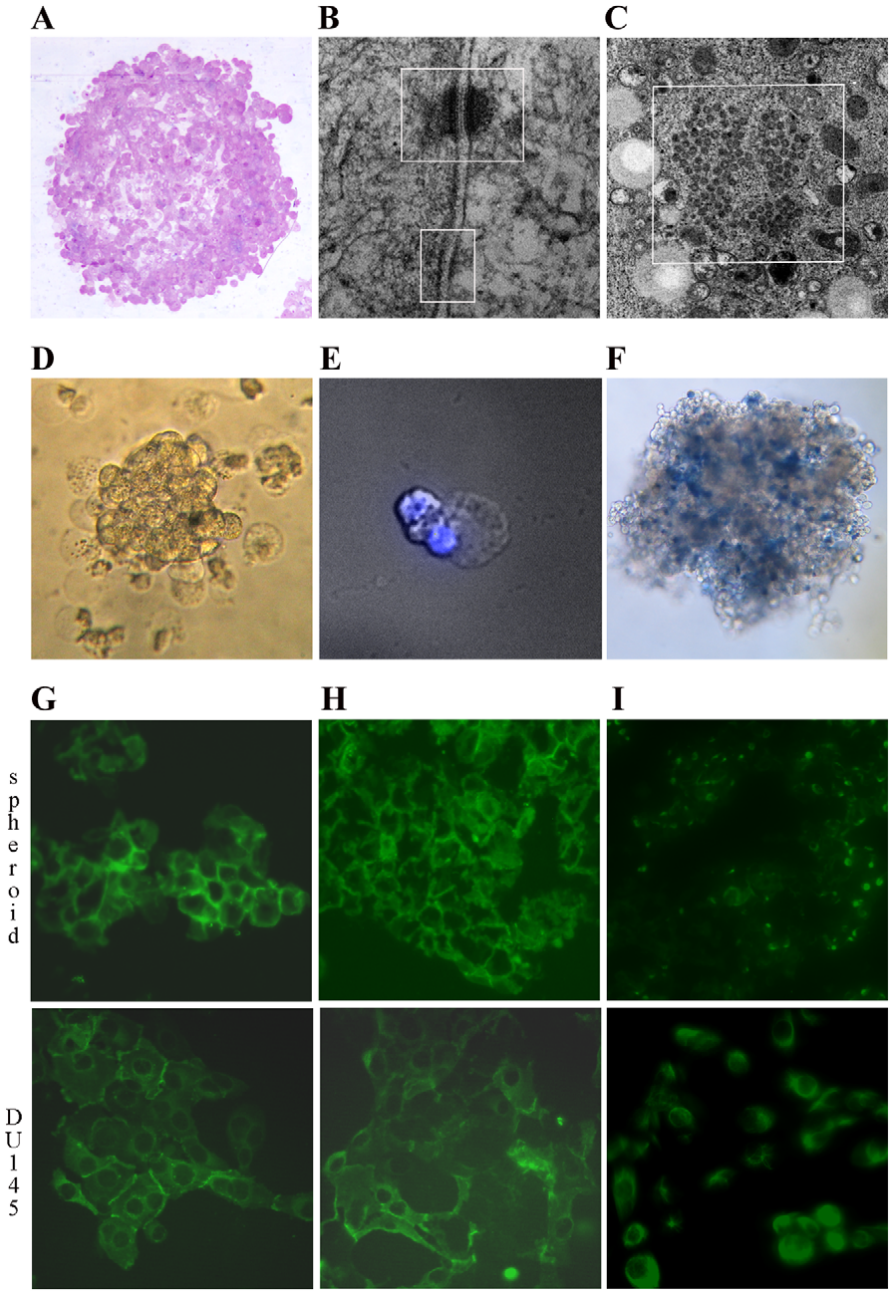
Structure and composition of spheroids. (**A**) Phase contrast evaluation of spheroid structure (10×). (**B**) TEM analysis showing desmosomes and adherent junctions (top and bottom, respectively) as well as the annulate lamellae (**C**) in spheroid cells. (**D**) Phase contrast (20×) of a fragment of spheroid surrounded by cells characterized by protruding blebs of empty cytoplasm, which present intact nuclei as shown by DAPI staining (40×, **E**). (**F**) Staining with trypan blue shows the presence of dead cells in spheroids (10×). Immunofluorescence staining of a section of spheroids and DU145 cells (original magnification ×200) showing the expression of E-cadherin (**G**), β-catenin (**H**) and vimentin (**I**).

Spheroids and DU145 cells were also evaluated for the expression of markers of stem (E-cadherin and β-catenin [23]–[25]) and differentiated cells (vimentin). Immunofluorescence staining identified E-cadherin and β-catenin expression in both cell populations, but at higher levels in spheroids (Figures 2G and 2H, respectively). Notably, in spheroid cells E-cadherin and β-catenin staining was localized on the plasma membrane, whereas in DU145 cells it was mainly cytoplasmic, indicating that differentiated tumor cells were quite independent of cell-to-cell interactions. The mature phenotype of DU145 cells was accompanied by a high expression of vimentin, which, on the contrary, was expressed only by rare cells in spheroids (Figure 2I). Therefore, we can conclude that spheroids are enriched for CSC but also held some damaged differentiated cells destined to necrosis.

### Analysis of tumors grown in mice

Comparing tumors generated in NOD/SCID mice after injection of 1 spheroid (containing approximately 5,000 total cells, considering both CSC and damaged differentiated cells) or 5,000 unsorted DU145 cells (which contain mainly differentiated cells and a very small percentage of CSC), several macroscopic differences were evident at the time of tumor excision. Tumors from spheroids grew deeply at the site of injection, invaded adjacent tissues and showed marked vascularization. Differently, tumors originating from DU145 cell injection grew superficially and appeared well delimited and mobile in relation to the surrounding tissues. Visible vessels were rare or absent (data not shown).

These differences were confirmed by histological analysis. Spheroid-derived tumors were composed of monomorphic cells with a high nucleus/cytoplasm ratio and presented a marked infiltrative growth characterized by bands invading the surrounding muscular and adipose tissues (Figure 3A, left panel). On the contrary, tumors generated from unsorted DU145 cells were composed of morphologically heterogeneous subpopulations of cells and showed an expansive growth, compressing rather than infiltrating the adjacent host tissues (Figure 3A, right panel). Interestingly, highly invasive tumors showed lower expression of E-cadherin and β-catenin and higher expression of vimentin when compared to scarcely invasive tumors (Figure 3B). Notably, in each tumor the pattern of expression of these 3 markers was opposite to that of the cells which originated the tumor itself, namely CSC or DU145 cells (Figures 2G–2H).

**Figure 3:**
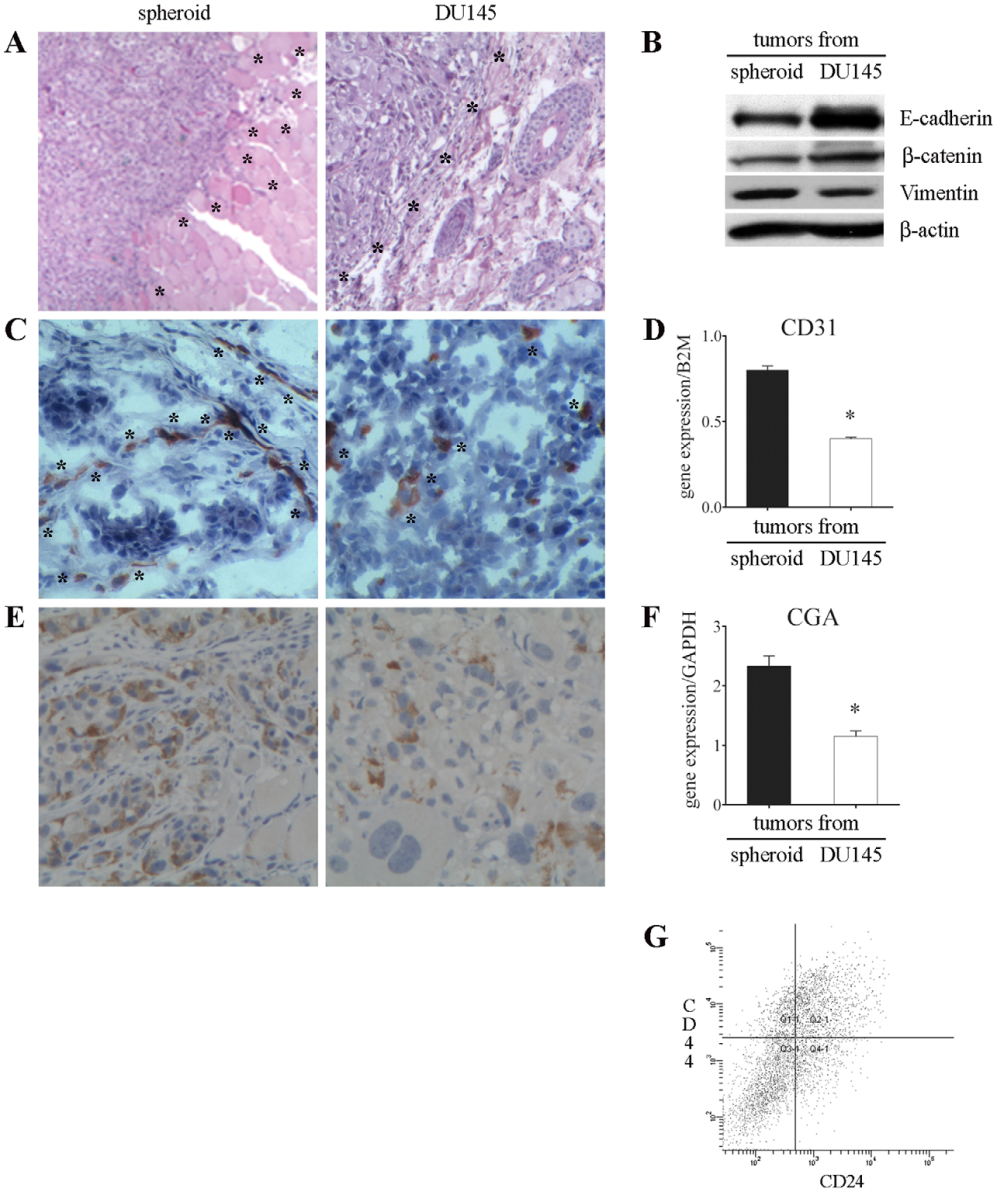
Analysis of tumors generated in NOD/SCID mice. (**A**) Histological staining with H&E of tumors grown following the injection of 1 spheroid or 5,000 DU145 cells showing highly invasive (left panel) and scantly invasive (right) phenotype (5×). Asterisks indicate the borders between tumors and the surrounding tissues. (**B**) Representative western blots showing the expression of E-cadherin, β-catenin and vimentin in tumors. (**C**) IHC staining with anti-mouse CD31 antibody highlighting higher vessel density in spheroid-derived tumors (indicated by asterisks, left panel) compared to tumors from DU145 cells (right). (**D**) Q-PCR showing mouse CD31 expression in tumors. Mouse B2M was used as endogenous control. Values are mean ± SEM from 3 experiments. *, *p*<0.05 relative to tumors generated from spheroid. (**E**) IHC with anti-CD56 antibody showing higher density of NE cells in tumors generated from spheroid than from DU145 cells (20×). (**F**) Q-PCR displaying CGA mRNA level in tumors. Results are expressed as ratios between the target gene and the endogenous control GAPDH and represent mean ± SEM from 3 independent experiments. *, *p*<0.05 with respect to tumors generated from spheroid. (**G**) A representative FACS analysis showing the presence of CD44^+^CD24^−^ cells in tumors generated from the injection of 1 spheroid in mice. Tumors originating from the injection of 5,000 DU145 cells showed a comparable CD44^+^CD24^−^ cell population (data not shown).

Tumors generated from spheroids showed also a significant higher number of blood vessels (*p*<0.0001), as monitored by staining with the endothelial cell marker CD31 (Figure 3C, left), when compared to tumors originated from DU145 cells (Figure 3C, right). These results were confirmed by the analysis of CD31 mRNA expression level (Figure 3D) and indicate active neoangiogenesis in tumors generated from spheroids. In addition, immunohistochemical (IHC) analysis showed a higher number of cells positive for CD56, a marker of NE cells, in more invasive tumors than in less invasive tumors (Figure 3E). This observation was confirmed by real-time PCR analysis of CGA, a further marker of NE cells (Figure 3F). Furthermore, FACS analysis of tumors excised and digested revealed that both types of neoplasia contained a comparable CD44^+^CD24^−^ cell population (Figure 3G). These findings provide evidence that CSC were able to generate highly invasive tumors in nude mice. However, injection of CSC with DU145 differentiated tumor cells (i.e. injection of unsorted DU145 cells) resulted in the growth of tumors of low degree of aggressiveness.

### Effect of conditioned medium from DU145 cells on the differentiation of CSC

In view of the above findings, we investigated the influence of DU145 differentiated cells on selected CD44^+^CD24^−^ prostate CSC *in vitro*. Dissected spheroids were grown in DMEM supplemented with FBS (to simulate the injection of spheroids in mice) or in DMEM supplemented with FBS in which DU145 cells were previously grown for 3 days (conditioned medium (CM), to simulate the injection of bulk DU145 cells in mice). In both culture conditions, CSC contained in spheroids grew in monolayer, but their proliferation was significantly reduced when they were cultured for 20 days in CM (−47%; Figure 4A). The inhibition of spheroid proliferation was further enhanced by increasing the concentration of CM (data not shown). Moreover, it appeared very evident that cells grown in FBS-containing medium were quite independent from cell-to-cell interactions as they grew mainly singly or in little groups with irregular shape, and their morphology and pattern of growth were similar to those of DU145 cells (Figure 4B, left panel). On the contrary, cells in CM were tight each other and grew mainly as roundish islands (Figure 4B, right panel). Interestingly, after 20 days and only in the plates containing FBS-supplemented medium, we observed the appearance of cells exhibiting the dendrite-like morphology typical of NE cells (Figure 4B, left panel and Figure 4C). The identity of these cells was confirmed by the evaluation of CD56 expression in the cytoplasmic granules of NE cells (Figure 4C, right panel). The analysis of the expression of markers of stem and differentiated cells highlighted that after 20 days in FBS-containing medium, cells displayed levels of E-cadherin, β-catenin and vimentin comparable to those shown by DU145 cells (Figure 4D). On the contrary, cells grown for 20 days in CM exhibited levels of expression intermediate between those shown by control CSC and DU145 cells but closer to the levels of CSC. In particular, a reduction in the expression of E-cadherin and β-catenin and a slight increase in the level of vimentin with respect to control spheroids was evident (Figure 4D). It is of interest to note that both the high expression of adhesion molecules and the low expression of vimentin indicated strong cell-to-cell interactions and reduced cell motility, respectively, which agreed well with the peculiar cell growth as isles. These results indicate that CSC cultured in permissive conditions were able to generate terminally differentiated cells, namely DU145 and NE cells. However, diffusible factors released from DU145 cells prevented the differentiation of CSC.

**Figure 4:**
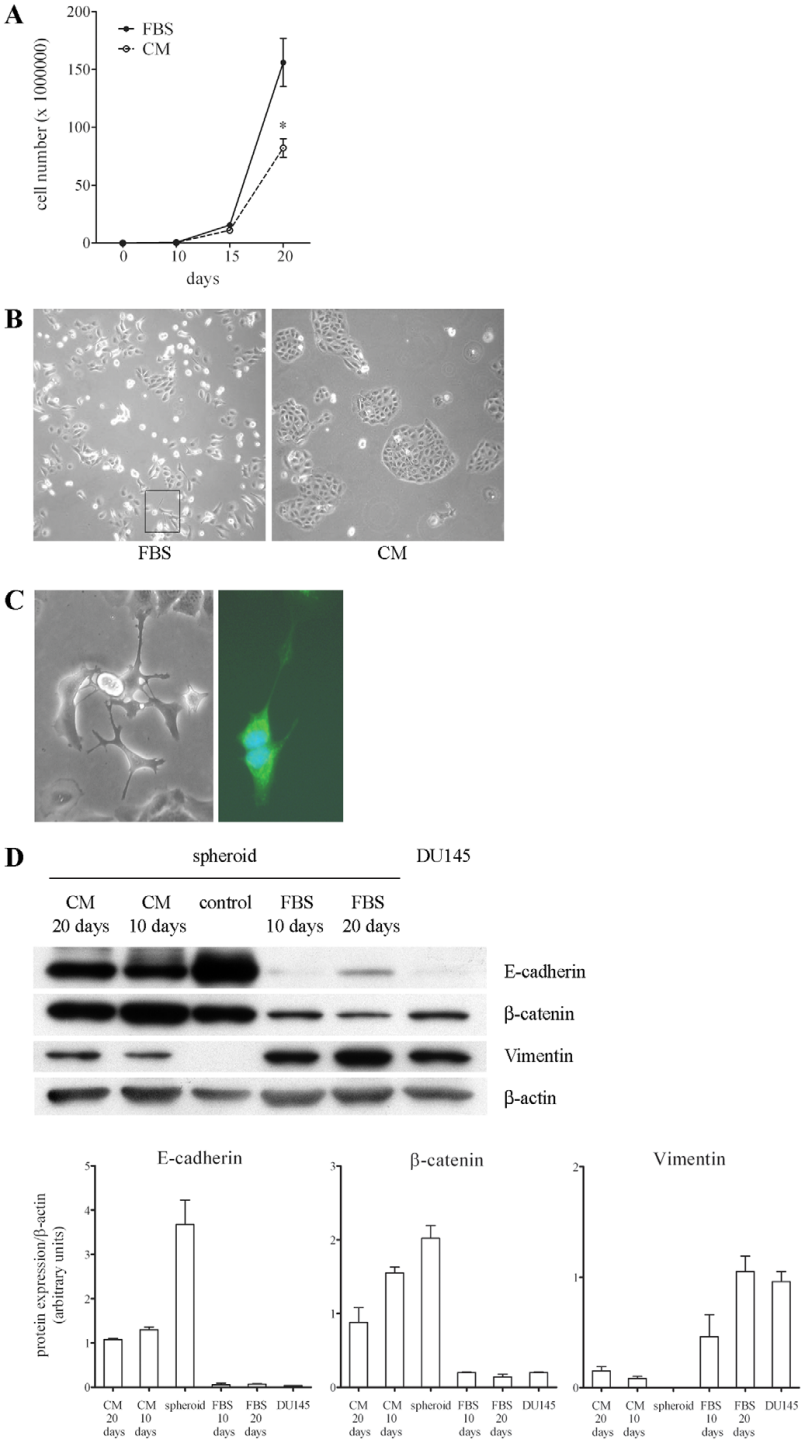
Effect of CM from DU145 cells on the phenotype of CSC. (**A**) The proliferation of CSC contained in spheroids grown in FBS-containing medium or in CM from DU145 cells was evaluated at different times of culture. Data are shown as the mean ± SEM from 3 experiments. Asterisks indicate a significant inhibitory effect of CM with respect to FBS-medium (*, *p*<0.05). (**B**) Phase contrast (10×) of cells after 20 days in FBS-containing medium or in CM showing the different pattern of cell growth. In the left panel, the rectangle highlights the presence of NE cells. (**C**) Phase contrast (left, 20×) and IF staining (right, 40×) of branched NE cells generated from CSC grown in FBS-medium. In particular, the right panel shows the expression of CD56 in the cytoplasm and in the long cell processes. (**D**) Representative western blots showing the changes in the expression of E-cadherin, β-catenin, and vimentin in spheroid CSC grown in the different culture conditions with respect to control spheroids and DU145 cells. The expression levels of the 3 proteins were determined by densitometric analysis of the respective bands and normalized to β-actin levels. Values reported in the histograms are mean ± SEM from 3 independent experiments.

### Gene expression profile of CSC and DU145 cells

To investigate the cellular response involved in tumorigenesis both at the level of gene expression and at the pre-mRNA splicing level, we performed a whole genome, splicing-sensitive microarray analysis of DU145 cells and their selected CSC. 

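RNA from bulk DU145 cells, an androgen-independent prostate carcinoma line, was set against RNA from CSC, the CD44+CD24- cells of the same line grown as floating spheroids. Each RNA sample was hybridized to its own Human Exon 1.0 ST array, which carries short probes along the exons of each gene. There were 3 DU145 and 4 CSC arrays. The paper states 3 replicates per condition, and no source used here says which CSC arrays it used, so all 4 were kept. By the paper's methods, DU145 cells were cultured with 10% FBS, whereas spheroids grew without serum in medium with 20 ng/ml EGF, 10 ng/ml bFGF and 5 µg/ml insulin. Groups of at least 30 spheroids of 400 µm or smaller were pooled for RNA. By this account, CSC and DU145 cells differed in serum, growth factors and attachment as well as in sorting. The methods give 70 ng of RNA per array, while the sample labels name 100 ng and another extraction reagent. For culture the labels describe only the DU145 line, with 5% FBS and another basal medium. They name the CSC as sorted cells and mention neither spheroids nor serum-free medium, so the account of the CSC culture rests on the paper. No source used here says whether the arrays of a group came from separate cultures, so p-values measure the spread between these RNA samples, which may be technical. The authors summarized the probes of each gene to log2 values by Robust Multichip Average with quantile-sketch normalization, and the deposited table holds 22011 transcript clusters, each a set of probes that stands for a gene locus. A single gene symbol was given for 14432 of them, several for 2408 and none for 5171. The median log2 value was 5.77, 5.80 and 5.89 on the DU145 arrays and 5.88, 5.89, 5.90 and 5.91 on the CSC arrays. Across transcript clusters, which are not independent replicates, Pearson's r was 0.977 to 0.983 between DU145 arrays, 0.967 to 0.975 between CSC arrays and 0.951 to 0.962 between a DU145 and a CSC array. The first principal component held 40.9% of the variance and separated CSC from DU145 cells. The second held 16.2% and set CSC array 1, at 44.2, apart from CSC array 4, at -37.6. CSC were compared with DU145 cells by a limma linear model with empirical Bayes moderation. A transcript cluster was called up- or down-regulated at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the false discovery rate and fold limit of the methods. Genes were named only from clusters with 1 symbol, by the brightest such cluster over all arrays.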

RNA samples prepared from each cell population were hybridized to Human Exon 1.0 ST Arrays, which allow the definition of both transcription patterns (gene-level analysis) and alternative pre-mRNA maturation events (exon-level analysis). Gene-level expression profiling was detected by linear model statistics using an empirical Bayes method to moderate the standard errors. To evaluate transcriptional modifications, we analyzed gene expression changes in spheroid CSC *vs* DU145 cells. To identify differentially expressed genes, we applied an absolute log_2_-fold change ≥+/−1 and a P-value≤0.05 as cutoffs. The complexity of the data set was reduced by removing the non-significant probe sets (those not expressed and those not changing). In this way, more than 400 genes whose levels were significantly different in CSC and DU145 cells were selected. 

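Among called clusters with 1 symbol, the largest increase in CSC was that of DMBT1, a secreted scavenger receptor of mucosal surfaces. Its log2 value was 4.63 ± 0.35 (SD, n = 3) in DU145 cells and 10.22 ± 0.18 (SD, n = 4) in CSC, a log2 fold change of 5.59 (standard error 0.18, adjusted p = 0.000214 from limma). SLPI, a secreted inhibitor of leukocyte elastase, rose by 5.04 on the log2 scale (standard error 0.57, adjusted p = 0.0172), and ESRP1, a splicing factor of epithelial cells, rose by 4.60 (standard error 0.18, adjusted p = 0.000308). The largest decrease among such clusters was that of the extracellular matrix glycoprotein EFEMP1, from 10.51 ± 0.11 (SD, n = 3) in DU145 cells to 6.08 ± 0.26 (SD, n = 4) in CSC, a log2 fold change of -4.43 (standard error 0.15, adjusted p = 0.000214 from limma). The fatty acid elongase ELOVL2 fell by 3.73 (standard error 0.15, adjusted p = 0.000332) and the collagen-binding membrane protein ANTXR1 fell by 3.39 (standard error 0.16, adjusted p = 0.000962). In all, 286 of the 22011 transcript clusters were called, 159 higher and 127 lower in CSC. Those with a single symbol named 204 genes, 143 up-regulated and 61 down-regulated. Clusters without a symbol ran the other way, with 7 higher and 60 lower in CSC. By at least 4-fold, 49 clusters were higher and 42 lower, and by at least 8-fold, 19 and 7. The balance between higher and lower depended on scaling. It was 192 higher and 221 lower after the medians of the arrays were set equal, and 201 and 229 after a further quantile normalization. The CSC and DU145 arrays did not overlap at any of the 286 clusters. They did not overlap at 3726 of all clusters, or 16.9%, where chance gives 5.71%. The calls of DMBT1, ESRP1, EFEMP1, ELOVL2 and ANTXR1 held without each of the 7 arrays in turn and that of SLPI held in 3 of the 7. The count was 56, 59 and 129 without DU145 arrays 1, 2 and 3, and 279, 86, 136 and 230 without CSC arrays 1, 2, 3 and 4. It was 957 (399 higher, 558 lower) at an unadjusted p of at most 0.05 with the same fold limit, the threshold in the wording of the results, and 44 (26 higher, 18 lower) after Benjamini-Hochberg adjustment of the methods' t-test, which passed 826 clusters at its unadjusted threshold. The paper names that test in its general statistics section, and for the arrays it names an empirical Bayes method.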

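Of the 10 largest increases in CSC among called clusters with 1 symbol, the glutathione peroxidase GPX2 rose by 4.25 on the log2 scale (standard error 0.37, adjusted p = 0.00849 from limma). The aldo-keto reductase AKR1C3, which reduces steroids and prostaglandins, rose by 4.21 (standard error 0.56, adjusted p = 0.0263). DEPTOR, an inhibitor of the kinase mTOR, rose by 4.09 (standard error 0.25, adjusted p = 0.00209). The surface glycoprotein CEACAM5 rose by 4.08 (standard error 0.53, adjusted p = 0.0245) and the receptor TREM1, known from myeloid cells, by 3.94 (standard error 0.62, adjusted p = 0.0383). TXNIP and LCN2 were also among these 10. Of the 10 largest decreases among such clusters, GKN2, a secreted protein of the gastric mucosa, fell by 2.74 (standard error 0.19, adjusted p = 0.00351). RAB3B, a GTPase of regulated secretion, fell by 2.55 (standard error 0.29, adjusted p = 0.0182). The matrix protein TGFBI fell by 2.37 (standard error 0.13), the phospholipid flippase ATP8B1 fell by 2.27 (standard error 0.27) and the nuclear cofactor ANKRD1 fell by 2.19 (standard error 0.31). Their adjusted p-values were 0.00136, 0.020 and 0.0288. When each of the 7 arrays was left out in turn, DEPTOR, GKN2 and TGFBI were called every time, GPX2 in 6 of the 7 fits, RAB3B and ATP8B1 in 3, AKR1C3, CEACAM5 and ANKRD1 in 2 and TREM1 in 1. The copy of Table S1 used here holds 388 genes, of which the paper lists 284 as higher and 104 as lower in CSC, while the paper gives more than 400 genes. DMBT1, ELOVL2 and GKN2 have no line in this copy. For the 374 of its genes that matched a cluster with 1 symbol, the direction in the deposited values was that of the table in all 374, and the absolute log2 fold change was at least 1 in 307. The table is the study's own result for this comparison, so this is no independent evidence. Only 204 genes were called here in all, DMBT1, ELOVL2 and GKN2 among them, so many of the 374 did not pass. The adjusted p-values from limma were 0.320 for HS3ST5 and 0.315 for RPL41, for example. The absolute difference between the deposited values' log2 fold change and the paper's had a median of 0.11 and a 90th percentile of 0.25. For P2RY14, HS3ST5 and TAS2R13, where the difference was largest, the paper's change was the larger. The same held for most of the 374 genes. RPL41, where the paper's change was the smaller, was an exception.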

A complete list of the differentially expressed genes is found in Table S1.

### Analysis of selected genes

The differentially expressed genes were analyzed for their molecular and cellular functions and associated pathways using the Ingenuity Pathways Analysis software (IPA 7.0, Ingenuity Systems). 

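Of 19 measured genes of tight junctions and apical polarity, 6 rose and none fell, and 13 did not pass the test (12 higher and 0 lower when adjusted over the list alone). Claudin 7 (CLDN7), a sealing protein of tight junctions, rose from 4.50 ± 0.27 (SD, n = 3) in DU145 cells to 8.25 ± 0.29 (SD, n = 4) in CSC on the log2 scale. Claudin 4 (CLDN4) rose by 3.19 (standard error 0.46), the membrane protease ST14 by 2.04 (standard error 0.24) and the adhesion protein EPCAM by 1.92 (standard error 0.12). Not every claudin rose. CLDN11, which is not on this list, had a log2 fold change of -1.37 (adjusted p = 0.0288 from limma). The list was higher as a whole by limma's camera test (median log2 fold change 0.54, adjusted p = 4.7e-06, and adjusted p = 0.0621 with an estimated correlation). All gene lists used here were written after Table S1, the study's own result for this comparison, had been read. Their counts and tests are therefore not independent of that table. Of 17 genes of desmosomes and adherens junctions, 5 rose, none fell and 12 did not pass (9 higher and 1 lower adjusted over the list alone). P-cadherin (CDH3) rose by 1.41 (standard error 0.20), desmoplakin (DSP), which ties desmosomes to keratin filaments, by 1.14 (standard error 0.17) and desmocollin 2 (DSC2) by 1.01 (standard error 0.12). CDH1 and JUP, the other called genes, were selected by the study on these samples. The desmocollin DSC3 of the same list had a log2 fold change of -1.16 (adjusted p = 0.0665 from limma) and did not pass. The list's adjusted p was 0.00444 (median 0.40, and adjusted p = 0.321 with an estimated correlation). Of 13 regulators of the epithelial program, 4 rose and 9 did not pass (7 higher adjusted over the list alone, median 0.49, adjusted p = 1.33e-05, and adjusted p = 0.094 with an estimated correlation). RBM47, an RNA-binding protein of epithelia, rose by 2.32 (standard error 0.16). The others were ESRP1, CDH1, which is in the list of desmosomes and adherens junctions too, and KLF4, and the study selected CDH1 and KLF4 on these samples. Of 19 mesenchymal genes, 2 fell, none rose and 17 did not pass (1 higher and 8 lower adjusted over the list alone). These were TGFBI and galectin 1 (LGALS1), a secreted lectin that fell by 2.15 (standard error 0.28). The list was lower by the camera test (median -0.02, mean -0.47, adjusted p = 1.17e-06, and adjusted p = 0.0621 with an estimated correlation). Its median was -0.13 and -0.08 without DU145 arrays 2 and 3, -0.24, -0.11, -0.07 and -0.0030 without CSC arrays 1, 2, 3 and 4, and -0.91 among clusters with a mean above the median. Of 22 extracellular matrix genes, EFEMP1 and the collagen COL12A1 fell, none rose and 20 did not pass (1 higher and 5 lower adjusted over the list alone). COL12A1 fell by 1.43 (standard error 0.19). This list's test and mean (-0.19) were on the lower side and its median was 0.04 (adjusted p = 0.0017, and adjusted p = 0.121 with an estimated correlation). That median was 0.03, 0.0033 and 0.03 without DU145 array 1, DU145 array 3 and CSC array 3, and -0.03 with median centring. None of 11 integrin genes passed (0 higher and 1 lower adjusted over the list alone, median -0.16, mean 0.05, test on the lower side with adjusted p = 0.077, and adjusted p = 0.440 with an estimated correlation). Under other settings the integrin median ran from -0.23 to 0.10, so its sign was not stable. The calls of CLDN7, EPCAM and RBM47 held without each of the 7 arrays in turn, that of ST14 in 3 of the 7 and that of CDH3 in 2. Those of CLDN4, LGALS1 and COL12A1 held in 1, and that of DSP in none.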

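Of 31 measured genes of cell movement and actin regulation, 4 fell, none rose and 27 did not pass the test (1 higher and 11 lower when adjusted over the list alone). Among the 4 were FRMD6, a membrane-linked protein of the Hippo pathway, which fell by 1.91 on the log2 scale (standard error 0.11), and the myosin phosphatase partner MPRIP, which fell by 1.14 (standard error 0.18). The list was lower by limma's camera test (median log2 fold change -0.15, adjusted p = 9.66e-08, and adjusted p = 0.094 with an estimated correlation). Its median was -0.23 without DU145 array 1, -0.31 without CSC array 1 and -0.39 among clusters with a mean above the median. Of 7 genes of caveolae, the invaginations of the plasma membrane, CAV1 fell and 6 did not pass (0 higher and 2 lower adjusted over the list alone, median -0.21, adjusted p = 0.000692, and adjusted p = 0.309 with an estimated correlation). Without DU145 array 1, DU145 array 3 and CSC array 1 this median was -0.34, 0.01 and -0.11. Of 20 targets of the coactivators YAP and TAZ, which respond to cell spreading, 3 fell, 1 rose and 16 did not pass (1 higher and 9 lower adjusted over the list alone, median -0.47, adjusted p = 7.12e-08, and adjusted p = 0.094 with an estimated correlation). ANKRD1, TGFB2 and CYR61 (CCN1 on the array) fell and IGFBP3 rose. The study selected TGFB2, CYR61 and IGFBP3, and CAV1 of the caveolae list, on these samples. Of 37 mitosis genes, 2 fell, none rose and 35 did not pass (0 higher and 17 lower adjusted over the list alone, median -0.47, adjusted p = 6.53e-22, and adjusted p = 0.175 with an estimated correlation). The kinetochore motor CENPE fell by 1.37 (standard error 0.24) and the centromere protein CENPI fell by 1.12 (standard error 0.18). By limma, 0 of 36 DNA replication genes passed (0 adjusted over the list alone, median 0.01 and, with median centring, -0.06, test on the lower side with adjusted p = 0.077, and adjusted p = 0.693 with an estimated correlation). This list passed the camera test without DU145 array 1 (adjusted p = 0.0149), CSC array 2 (0.00525) or CSC array 3 (0.0332), with medians of -0.04, -0.02 and -0.01. By limma, 0 of 22 replication-dependent histone genes passed (0 adjusted over the list alone, median 0.05 and, with median centring, -0.02, test on the lower side with adjusted p = 0.289). By limma, 0 of 24 cell death genes passed at the fold limit (1 higher and 1 lower adjusted over the list alone, median 0.21, adjusted p = 0.364, and adjusted p = 0.633 with an estimated correlation), and 0 of 17 p53 targets did (0 adjusted over the list alone, median 0.21, adjusted p = 0.274, and adjusted p = 0.473 with an estimated correlation). The call of FRMD6 held without each of the 7 arrays in turn, that of MPRIP in 2 of the 7 and that of CENPE in 1, and that of CENPI in none.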

The IPA analysis identified more than 70 functional classes, and among them, we selected the 8 most consistent classes found enriched within the set of differentially expressed genes (i.e., cancer, cellular movement, cellular growth and proliferation, cell morphology, cell death, cellular development, cell cycle, cell-to-cell signaling and interaction; Figure 5A) that were suited to characterize CSC and DU145 cells. We combined the genes from the 8 selected functional classes, detecting 22 common genes still showing functional links. These were then separated according to their cellular localization. 

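Of these 22 genes, 15 had a higher and 7 a lower mean in CSC, and 14 passed the adjusted p and the fold limit, 8 higher and 6 lower. Because the study chose the 22 genes on these samples by their change, neither their direction nor the number that passed is independent evidence, least of all when adjusted over these genes alone. All 22 passed at an unadjusted p of at most 0.05 with the fold limit, and all 22 when adjusted over the list alone. Of the 7 that belong to none of the groups named in the paper, 1 was called higher, 2 lower and 4 did not pass. Mucin 1 (MUC1), a membrane-bound mucin of epithelial surfaces, rose by 1.96 on the log2 scale (standard error 0.21, adjusted p = 0.0149 from limma). The lysophosphatidic acid receptor LPAR1 fell from 8.49 ± 0.15 (SD, n = 3) in DU145 cells to 6.19 ± 0.73 (SD, n = 4) in CSC (adjusted p = 0.045 from limma), and the endocytic adaptor DAB2 fell by 1.48 (standard error 0.21, adjusted p = 0.0302). The chemokine CCL5 had a log2 fold change of 2.47 (standard error 0.50, adjusted p = 0.0662), the stress-induced transcription factor ATF3 of 1.81 (standard error 0.43, adjusted p = 0.0916), the immediate early factor EGR1 of 1.59 (standard error 0.49, adjusted p = 0.161) and the prostaglandin synthase PTGS2 of 1.21 (standard error 0.35, adjusted p = 0.143). Without DU145 arrays 1, 2 and 3 in turn, 4, 3 and 6 of the 22 were called, and without CSC arrays 1, 2, 3 and 4, 14, 5, 8 and 10. The call of MUC1 held in 4 of these 7 fits, that of DAB2 in 2 and that of LPAR1 in 1.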

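Of the 22 selected genes, 19 have a line with a cellular location in the copy of Table S1 used here. DPP4, EGF and EGR1 have none. The paper's table places 8 of the 19 in the extracellular space, 7 on the plasma membrane, 2 in the cytoplasm and 2 in the nucleus. In the deposited values, 2 of the 8 extracellular genes were called higher in CSC (LCN2 and IGFBP3), 3 were called lower (VEGFC, CYR61 and TGFB2) and 3 did not pass (ANGPT2, BMP4 and CCL5). Of the 7 plasma membrane genes, 3 were called higher (CDH1, JUP and MUC1), 3 lower (CAV1, LPAR1 and DAB2) and 1, ITGB6, did not pass. Of the 4 others, the cytoplasmic TXNIP and the nuclear KLF4 were called higher, and PTGS2 and ATF3 did not pass.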

Interestingly, further analysis of the sub-selected genes showed that 17 out of 22 gene products were localized on the plasma membrane or were secreted in the extracellular space (Figure 5B), strengthening our above findings showing the importance of the interactions between CSC and the microenvironment. Although the selected genes encoded proteins with a wide variety of functions, 4 main groups could be identified: 1) Pro-angiogenic factors angiopoietin 2 (ANGPT2), vascular endothelial growth factor C (VEGFC) and cysteine-rich angiogenic inducer 61 (CYR61) were found down-regulated in CSC with respect to DU145 cells; 2) Genes coding for adhesion molecules E-cadherin (CDH1), integrin beta 6 (ITGB6) and junction plakoglobin (JUP) were expressed more in CSC in agreement with the parallel down-regulation of caveolae protein (CAV1); 3) Tumor suppressor genes lipocalin 2 (LCN2), dipeptidyl peptidase-4 (DPP4), insulin-like growth factor binding protein 3 (IGFBP3), thioredoxin interacting protein (TXNIP) and Kruppel-like factor 4 (KLF4) were up-regulated in CSC; 4) Diffusible factors relevant in the maintenance of stem cell niche such as epidermal growth factor (EGF), bone morphogenetic protein 4 (BMP4) and transforming growth factor beta 2 (TGFB2) were also differently expressed in CSC and DU145 cells. 

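In the first group, log2 expression in DU145 cells and CSC was 7.09 ± 0.28 and 5.85 ± 0.26 for VEGFC, a growth factor of lymphatic vessels (SD, n = 3 and n = 4; log2 fold change -1.24, standard error 0.19, adjusted p = 0.0347 from limma). CYR61, named CCN1 on the array, fell by 1.27 (standard error 0.20, adjusted p = 0.0381). ANGPT2 had a log2 fold change of -1.19 (standard error 0.22, adjusted p = 0.0551), so that 2 of 3 were called lower. Among the adhesion genes, CDH1 rose from 6.78 ± 0.37 (SD, n = 3) to 10.10 ± 0.28 (SD, n = 4), a 9.99-fold increase (adjusted p = 0.00285 from limma). JUP rose by 1.70 (standard error 0.23, adjusted p = 0.0263), CAV1 fell by 1.79 (standard error 0.17, adjusted p = 0.0105), and ITGB6 had a log2 fold change of 1.03 (standard error 0.34, adjusted p = 0.179). All 5 tumor suppressor genes were called higher. TXNIP, an inhibitor of thioredoxin, had the largest increase of the 22, from 5.19 ± 0.35 (SD, n = 3) to 10.61 ± 0.15 (SD, n = 4), or 42.9-fold (adjusted p = 0.000214 from limma). LCN2, a secreted iron-siderophore carrier, rose 16.2-fold, IGFBP3, which binds insulin-like growth factors, 5.88-fold and the surface peptidase DPP4 4.04-fold, with adjusted p-values of 0.0112, 0.00928 and 0.0158. KLF4 rose 2.00-fold (log2 fold change 1.00, standard error 0.18, adjusted p = 0.0495), and its call was lost without each of the 7 arrays in turn, after median centring or a further quantile normalization and with array weights. Of the diffusible factors of the niche, TGFB2 fell from 9.14 ± 0.11 (SD, n = 3) to 6.95 ± 0.55 (SD, n = 4) with an adjusted p of 0.0272 from limma. EGF and BMP4 had log2 fold changes of 1.91 (standard error 0.52, adjusted p = 0.126) and 1.09 (standard error 0.21, adjusted p = 0.0592) and did not pass. The calls of CDH1 and TXNIP held without each of the 7 arrays in turn, that of CAV1 in 6 of the 7, those of LCN2, IGFBP3 and DPP4 in 5, that of TGFB2 in 2 and those of VEGFC, CYR61 and JUP in 1.

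**Figure D1:**
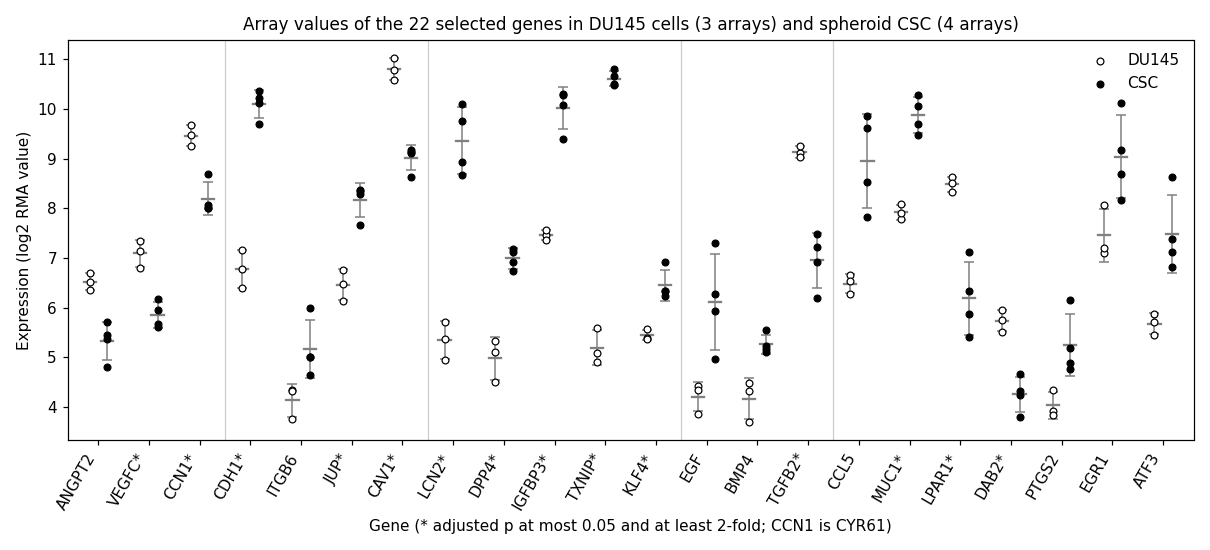
Log2 array values of the 22 selected genes in DU145 cells (open circles, 3 arrays) and CSC (filled circles, 4 arrays), with the mean (horizontal line) and SD (error bar) of each group, where vertical lines part the paper's 4 groups and the 7 other genes and an asterisk marks the 14 called genes. For each of the 22 genes all CSC circles lie on the same side of all DU145 circles.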

Noteworthy, 19 out of 22 genes that we identified were not previously described to be abnormally expressed in prostate CSC. These data confirm that interactions with the microenvironment have a crucial role in the control of the phenotype of CSC and suggest a limited number of genes whose relevance in CSC signaling will need to be investigated. Moreover, most of the 22 selected genes could be novel markers of prostate CSC.

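Beyond the 22 genes, diffusible factors and their targets were described with broader lists. Of 26 genes of BMP and WNT signaling, 1 rose, 2 fell and 23 did not pass the test (3 higher and 3 lower when adjusted over the list alone). The secreted WNT enhancer RSPO3 rose by 2.69 on the log2 scale (standard error 0.35, adjusted p = 0.0261 from limma), the secreted BMP regulator BMPER fell by 1.91 (standard error 0.14, adjusted p = 0.00351) and the WNT5A receptor ROR1 fell by 1.63 (standard error 0.19, adjusted p = 0.0199). The list did not pass limma's camera test (median log2 fold change 0.07, mean -0.12, test on the lower side with adjusted p = 0.057, and adjusted p = 0.383 with an estimated correlation). It passed without DU145 array 3 (adjusted p = 0.0452), CSC array 1 (0.0273) or CSC array 3 (0.0133), and among clusters with a mean above the median. Of 18 targets of TGF-beta, TGFBI fell, none rose and 17 did not pass (1 higher and 4 lower adjusted over the list alone, median -0.11, adjusted p = 0.000416, and adjusted p = 0.187 with an estimated correlation). Without CSC array 4 this median was -0.07. Of 17 angiogenic factors, VEGFC and CYR61 fell, none rose and 15 did not pass (2 higher and 3 lower adjusted over the list alone, median 0.04, mean -0.07, adjusted p = 0.208, and adjusted p = 0.633 with an estimated correlation). Under other settings the median of the angiogenic factors ran from -0.03 to 0.12, so its sign was not stable. VEGFC and CYR61 are among the 22 genes selected on these samples. VEGFA, the main growth factor of blood vessels, had a log2 fold change of 0.46 (standard error 0.18, adjusted p = 0.236). By limma, 0 of 14 members of the EGF family and its receptors passed (3 higher and 0 lower adjusted over the list alone, median 0.17, adjusted p = 0.372, and adjusted p = 0.693 with an estimated correlation). Of 21 NF-kB targets and cytokines, 1 rose and 20 did not pass (5 higher and 1 lower adjusted over the list alone, median 0.46, adjusted p = 0.190, and adjusted p = 0.633 with an estimated correlation). The list passed after median centring. The called gene was lymphotoxin beta (LTB), which rose by 1.06 (standard error 0.18, adjusted p = 0.0432). Its own call was lost after median centring or a further quantile normalization and with array weights. The call of BMPER held without each of the 7 arrays in turn, that of ROR1 in 4 of the 7, that of RSPO3 in 2 and that of LTB in none. The paper reads its array data as strengthening its earlier culture and tumor findings. From both, it concludes that interactions of CSC with the microenvironment are crucial in controlling their phenotype. The paper also proposes a limited number of genes for later study in CSC signaling.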

**Figure 5:**
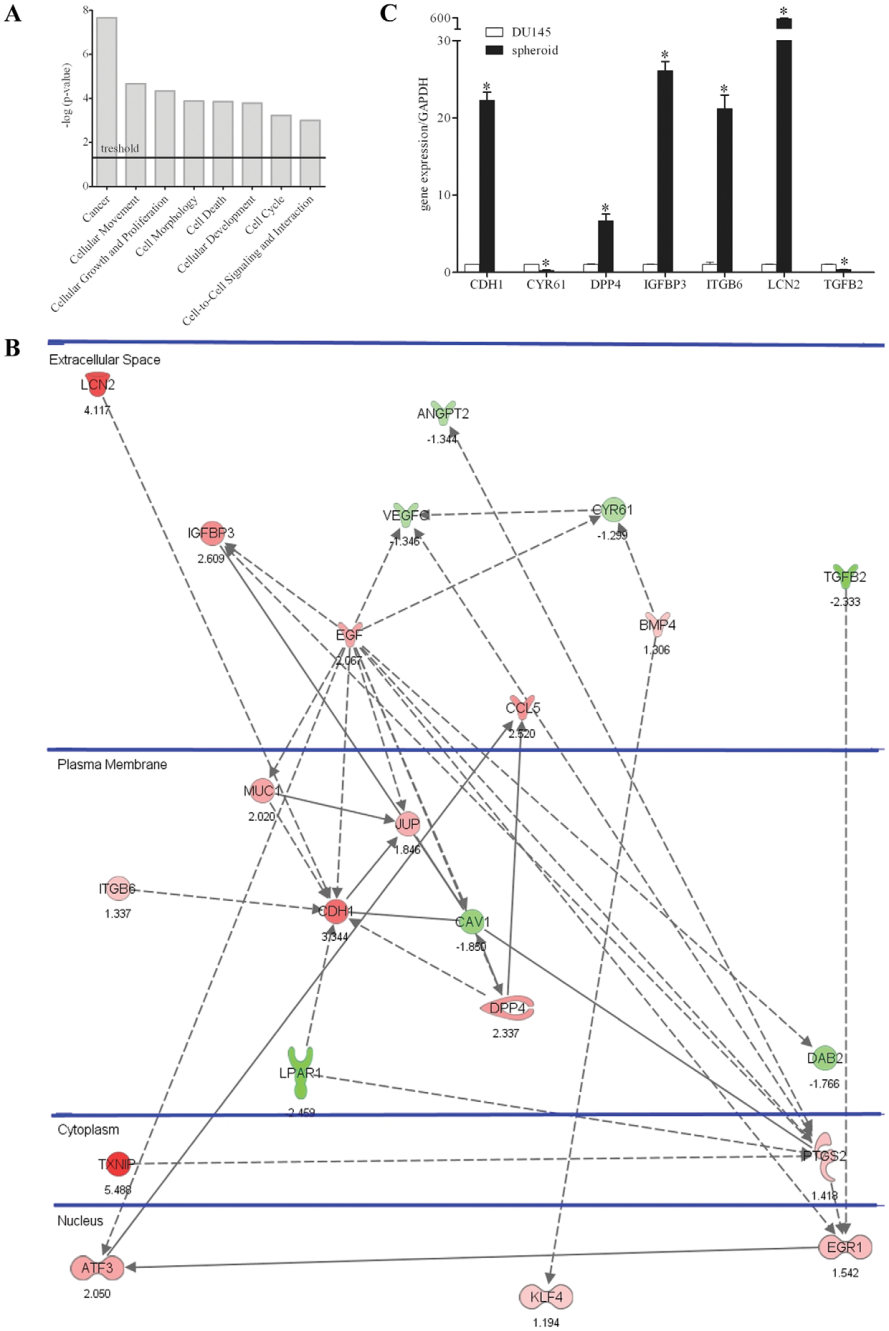
Analysis of CSC *vs* DU145 cells by microarray, IPA and Q-PCR analysis. (**A**) Selected 8 top biological functions found enriched within the set of transcripts modulated in CSC with respect to total DU145 cells by microarray analysis. (**B**) The 22 deregulated genes, as determined by IPA, are positioned in subcellular layouts, and relationships are marked by arrows: filled and dashed line arrows mark direct and indirect interactions, respectively. Genes in red showed increased expression in CSC, while genes in green were down-regulated. (**C**) Differences in gene expression determined by microarray analysis were confirmed by Q-PCR, choosing 7 representative genes among selected 22. Results are expressed as ratio between each target gene and the endogenous control GAPDH. Expression in CSC was compared to what was observed in DU145 cells to which a value equal to 1 was arbitrarily assigned. Values are mean ± SEM from 3 experiments. *, *p*<0.05 relative to DU145 cells.

### Validation of gene expression

To confirm the differences in gene expression found by microarray analysis, Q-PCR was performed for 7 differentially expressed genes (CDH1, CYR61, DPP4, IGFBP3, ITGB6, LCN2, TGFB2). In all cases, the differences in the mRNA levels were confirmed (Figure 5C).

### Role of the pathway of E-cadherin in the differentiation of CSC

Q-PCR analysis showed that mRNA expression of lipocalin 2 and E-cadherin followed a comparable trend in CSC, DU145 cells and in CSC grown for 20 days in FBS-containing medium or in CM. In particular, mRNA levels of both genes were very high in CSC contained in spheroids, were reduced in CSC grown in CM and were significantly lower and comparable in CSC grown in FBS-medium and in DU145 cells (Figure 6). This trend was in agreement with the modulation of β-catenin expression previously observed in the same culture conditions (Figure 4D). Collectively, these results indicate that the pathway of E-cadherin was modulated during CSC differentiation.

**Figure 6:**
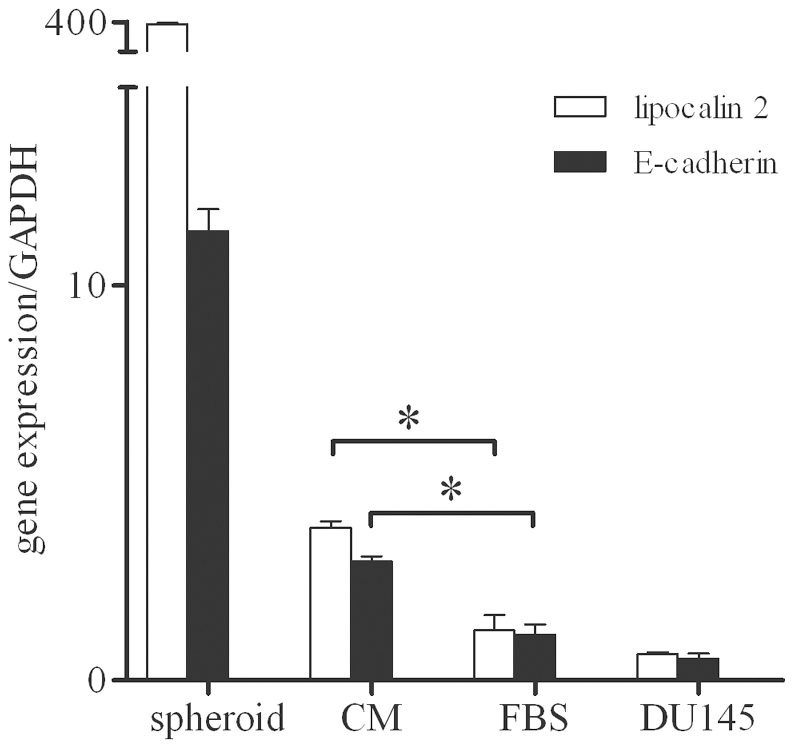
Influence of culture conditions on the expression of lipocalin-2 and E-cadherin in CSC. Q-PCR showing changes in mRNA levels for lipocalin-2 and E-cadherin in DU145 cells, CSC contained in control spheroids, and CSC grown for 20 days in FBS-medium or CM from DU145 cells. Data represent mean ± SEM from 3 individual experiments. Asterisks indicate a significant difference (*, *p*<0.05).

## Discussion

### Tumorigenicity of prostate CSC

CD44^+^CD24^−^ cells isolated from DU145 prostate carcinoma cell line using cell surface markers were able to grow as non-adherent spheroids in serum-free medium supplemented with specific growth factors. As a result of asymmetric stem cell division spheroids were enriched in cancer stem cells (CSC), but also held a percentage of differentiated cells approaching necrosis. It should be noted that CSC were able to undergo asymmetric division also *in vivo* because after injection in mice, they both produced differentiated cells that constituted the bulk of the tumor and self-renewed themselves as demonstrated by the presence of CD44^+^CD24^−^ cells in all excised tumors.

A striking difference in tumorigenic capacity was shown by the different incidence and latency of tumors originating from spheroid CSC or DU145 cells injection, with the former cell population being more tumorigenic. We suggest that the delay in tumor formation after the injection of 5,000 DU145 cells could be ascribed to the negligible number of CSC held in DU145 cells injected compared to the enriched amount of CSC contained in each spheroid. These findings and this suggestion were further confirmed by the injection of 3×10^6^ DU145 cells, which held a greater amount of CSC than 1 spheroid and generated tumors in just 1 week.

Importantly, the further *in vivo* evaluation of the biological behavior of CSC contained in spheroids revealed that the injection of spheroids in nude mice generated highly aggressive tumors that were able to infiltrate the adjacent tissues and showed high density of NE cells and substantial vascularization, both of which were established features associated with prostate tumor progression [6], [26]. Our findings are consistent with a previous report which showed by histological analysis that purified CD44^+^ PCa cells, which possess many features of CSC, generated more invasive and metastatic tumors than the corresponding CD44^−^ cells [25]. Interestingly, we observed that invasive tumors generated from spheroid injection showed low levels of E-cadherin and β-catenin, consistently with the prognostic value of these indicators, which inversely correlated with PCa invasiveness and survival [15], [27]. In confirmation of these findings, scarcely invasive tumors originating from the injection of 5,000 DU145 cells expressed high levels of E-cadherin and β-catenin, and the injection of 3×10^6^ DU145 cells generated non-invasive capsulated tumors expressing the highest levels of E-cadherin and β-catenin (data not shown). In addition, more invasive tumors generated from spheroids also showed higher levels of vimentin, which correlated with poorly differentiated and metastatic PCa [17]. These data provide novel interesting information about the characteristics of the cells held in tumors originated in mice from the injection of CSC and DU145 cells. In particular, it appeared evident that the phenotype of CSC and DU145 cells was different from that of the cells of the tumors that they generated which showed an opposite pattern of expression of E-cadherin, β-catenin and vimentin. To explain this apparent contradiction it is important to consider the broad plasticity of CSC whose differentiation capacity is influenced by environmental stimuli. With this in mind, of particular interest is the observation that tumors generated by the injection of spheroids were more aggressive than those produced from DU145 cells, suggesting that CSC had the potential to form very aggressive tumors only when they were injected deprived of differentiated cells. On the contrary, when CSC were injected together with differentiated cells (i.e., injection of bulk DU145 cells), their potential was not expressed, and the resulting tumors were less aggressive. We underline that the different levels of aggressiveness of tumors were independent of the number of CSC inoculated, as confirmed by the injection of 3×10^6^ DU145 cells, which contained the highest amount of CSC but generated non-invasive tumors. We rather believe that higher or lower levels of tumor aggressiveness depend on the absence or presence of DU145 cells together with CSC. Although obtained in a single model of prostate cancer, these findings provide important information indicating that CSC can be controlled by environmental mechanisms that induce them to differentiate into cells expressing a highly or scarcely aggressive phenotype, thus determining tumor aggressiveness. These results lead us to speculate whether conventional therapies aimed to decrease the tumor mass indiscriminately may facilitate tumor progression as a consequence of removal of the differentiated tumor cell population.

### Interactions between CSC and DU145 cells

In an attempt to explain the different features of tumors *in vivo*, we explored the pathways underlying the interactions between prostate CSC and differentiated DU145 cells *in vitro*. As pointed out in Figure 7, we observed a striking parallelism between the phenotypes of cells held in the 2 types of tumor generated in mice and those of the CSC grown in the 2 different culture conditions. In particular, molecular and cellular analyses demonstrated that CSC grown in permissive conditions *in vitro* underwent terminal differentiation producing cell populations with features similar to those of cells held in aggressive tumors generated from CSC injection in nude mice, namely NE cells and cells independent of cell-to-cell contacts, which were indistinguishable from DU145 cells. These findings further confirm the stem-like features of CD44^+^CD24^−^ cells analyzed in this study, since CSC differentiation was able to generate both prostate lineages, NE cells and epithelial cells. Moreover, it is interesting to note that because products released from NE cells enhanced the invasive potential of DU145 cells [28], NE cells could participate in the differentiation of CSC grown in FBS-medium towards a more aggressive phenotype. On the contrary, CSC grown in the presence of signals released from DU145 cells seemed to undergo an incomplete or alternative differentiation program resulting into a cell phenotype comparable to cells of scarcely aggressive tumors originated from the injection of bulk DU145 cells in mice. Therefore, our results provided evidence that the fate of prostate CSC was significantly context-dependent because the aggressive behavior of CSC was clearly controlled by cell-to-cell contacts as well as by soluble factors released from DU145 cells.

**Figure 7:**
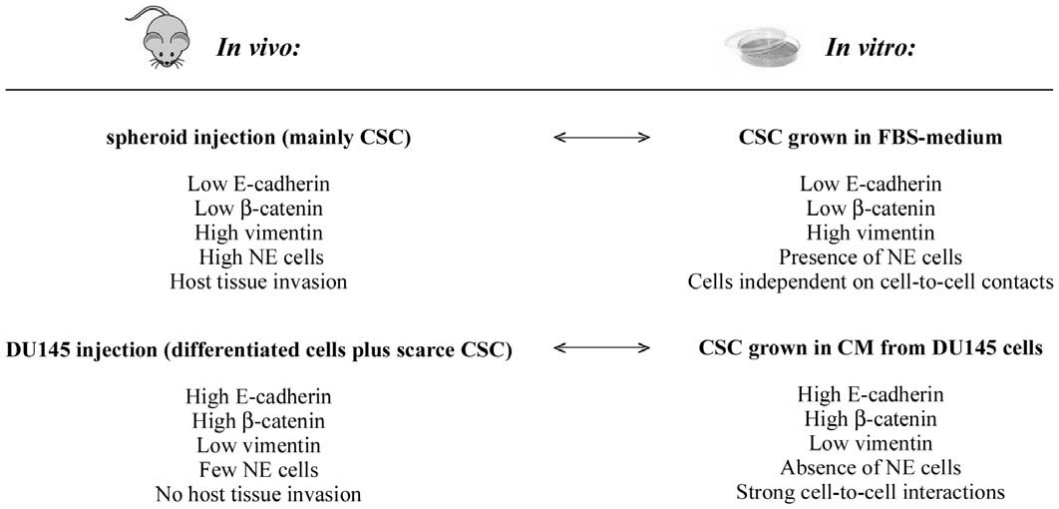
Parallelism between the phenotype of cells held in tumors and of CSC grown *in vitro*. In particular, CSC grown in FBS-medium aimed to reproduce the injection of 1 spheroid in mice, whereas CSC grown in CM from DU145 cells allowed us to simulate the injection of 5,000 unsorted DU145 cells.

### Potentially relevant molecules in mediating the interactions between CSC and microenvironment

The importance of the interactions with the microenvironment to determine the phenotype of prostate CSC was confirmed by performing microarray and IPA analyses of spheroid CSC in comparison with total DU145 cells. In this way 22 genes particularly significant in the control of prostate CSC functions were selected most of which coded for products localized on the plasma membrane or secreted in the extracellular space. Many of these 22 genes have a well known role in PCa and were expressed in DU145 cells as expected in tumor cells. Interestingly, these genes were always inversely expressed in CSC and in DU145 cells. In particular, ANGPT2, CYR61 and VEGFC are involved in angiogenesis and are up-regulated in prostate cancer [29]–[31]. 

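For each of the 22 genes, all 4 CSC arrays lay on the same side of all 3 DU145 arrays, above them for 15 genes and below them for 7. The 22 genes were chosen by the study on these samples. In an exact two-sided permutation test over the 35 splits of the arrays, 18 genes had p = 0.0286, the smallest that 3 arrays against 4 allow. For ITGB6, EGF, CCL5 and EGR1 the exact p was 0.0571. EGF, a mitogen of epithelial cells, was at a log2 value of 4.21 ± 0.30 (SD, n = 3) in DU145 cells and 6.11 ± 0.96 (SD, n = 4) in CSC, and CCL5 at 6.49 ± 0.19 and 8.96 ± 0.95. EGR1 was at 7.46 ± 0.54 in DU145 cells and 9.04 ± 0.83 in CSC, and ITGB6, the beta subunit of an epithelial integrin, at 4.14 ± 0.33 and 5.17 ± 0.58. In the same units, the 95% limits of the difference were 0.65 to 3.17 for EGF, 1.26 to 3.69 for CCL5, 0.40 to 2.77 for EGR1 and 0.21 to 1.85 for ITGB6. They were 4.99 to 5.85 for TXNIP and 2.78 to 3.86 for CDH1.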

Other genes code for molecules involved in cell-to-cell adhesion, such as E-cadherin (CDH1), which is the main component of adherent junctions and whose reduced expression correlates with highly invasive PCa [11], [15]. JUP is a component of desmosomes and is less expressed in cancer with respect to normal prostate tissue [32]. ITGB6, which mediates the interactions between adjacent cells and between cells and extracellular matrix, is down-regulated during tumor progression [33]. CAV1 mediates the internalization of CDH1 and is up-regulated in prostate tumors [34]. Other genes act as tumor suppressors, such as IGFBP3, which inhibits prostate cancer growth through suppression of angiogenesis [35], and LCN2, which increases the expression of E-cadherin and suppresses cell invasiveness [36]. DPP4, KLF4 and TXNIP instead inhibit cell migration and invasion and induce cell cycle arrest [37]–[39]. Some of the selected genes play a relevant role in the maintenance of the stem cell niche. In particular, EGF induces stem cell differentiation, whereas BMP4 and TGFB2 induce quiescence [40]. These findings suggest that further investigations of the selected genes might allow to identify molecules that participate in determining the fate of CSC. In this regard, our preliminary results highlighted that the pathway of E-cadherin was clearly involved in the differentiation of prostate CSC. Notably, this last observation indicates that therapeutic manipulation of the adhesive interactions of prostate CSC could play an important role in the control of tumor progression.

Although some of the 22 selected genes have previously been identified in stem cells isolated in several different systems, only CDH1, KLF4 and ITGB6 have been correlated to the phenotype of prostate CSC [19], [23]. Therefore, in this study, we identified 19 potential novel markers associated with CD44^+^CD24^−^ prostate CSC that could be investigated for prospective new therapeutic applications after further evaluation in other experimental models.

### Conclusions

In the present study, we report for the first time that context-specific signals released from tumor microenvironment can induce CSC isolated from DU145 prostate carcinoma cell line to differentiate into mature tumor cells expressing a highly or scarcely aggressive phenotype, thus affecting prostate cancer progression. These findings encourage the identification of soluble factors present in the CM from DU145 cells that can be responsible for the control of the fate of the prostate CSC. For this purpose, the information gained by microarray analysis could be useful because it suggests a limited set of genes, most of which have never been considered before, potentially relevant in the interactions between CSC and the tumor microenvironment.

## Materials and Methods

### Ethics statement

Mice were purchased from Harlan Laboratories (Udine, Italy) and housed in the animal facility of the Regina Elena Cancer Institute, where there is currently no active ethical committee for animal research. Animals had *ad libitum* water and food and were maintained in standard conditions according to institutional guidelines under the control of the Italian Ministry of Health (DL 116/92).

### Cell cultures

DU145 cells (ATCC, HTB-81) were routinely cultured in DMEM medium (Invitrogen, Carlsbad, CA) supplemented with 10% FBS (HyClone, South Logan, UT) and 1% antibiotics (Sigma-Aldrich, Saint Louis, MO) in a humidified atmosphere at 37°C and 5% CO_2_.

### Sorting of CD44^+^CD24^−^ cells and cultures of spheroids

DU145 cells were incubated with anti CD44-PE and anti CD24-FITC antibodies (Invitrogen) on ice for 15 min, washed and resuspended in FACS buffer (PBS plus 1.5% BSA and 5 mM EDTA) and kept on ice until subsequent analysis on FACS Vantage-DIVA flow cytometer (excitation 488 nm, 100 mW, emission 530 nm BP (BrdU) and 610 nm LP (PI); Beckton Dickinson, San Jose, CA). Selected cells were seeded in 100 mm diameter plates at about 200,000 cells/dish in SRM consisting of DMEM/F12 medium (Invitrogen) supplemented with 20 ng/ml EGF, 10 ng/ml bFGF, 5 µg/ml insulin, 0.4% BSA and 1% antibiotics (Sigma-Aldrich). To avoid cell damage by centrifugations, 1 ml of fresh medium was added weekly in the plates until spheroids were generated. At that time, each spheroid was drawn with a tip and transferred to a new plate.

### Analysis of spheroid differentiation

Spheroids were mechanically fragmented and seeded in DMEM supplemented with 10% FBS. At different time points, cells were detached and counted using a Neubauer counting chamber. Photographs of the cells were taken under a phase contrast microscope (Leica Microsystems, Wetzlar, Germany).

### Western Blot analysis

To analyze protein expression in DU145 cells, control spheroids and spheroid cells grown in FBS-containing medium or CM, according to the experimental design, cell lysates were prepared by solubilizing cells in lysis buffer containing 20 mM Tris pH 8, 137 mM NaCl, 1% Nonidet P40, 10% glycerol, 10 mM EDTA pH 8 and a proteinase inhibitor cocktail (Complete TM, Roche Diagnostics GmbH Mannheim, Germany) for 20 min on ice. The supernatants were collected after centrifugation at 13,000 rpm for 15 min at 4°C. For protein extraction from mice tumors, frozen tissues were homogenized with an Ultra Turrax T 25 homogenizer in lysis buffer (2% SDS, 5 mM EDTA) supplemented with proteinase inhibitor cocktail. Homogenates were boiled for 10 min and clarified by centrifugation at 13,000 rpm for 15 min. The BCA Protein Assay Kit (Pierce, Rockford, IL) was used to measure protein concentration. Equal amounts of proteins (20 µg of cell lysates or 40 µg of tissue extracts) were subjected to 8% SDS-PAGE and electrophoretically transferred to PVDF membranes. Membranes were probed with monoclonal antibodies anti-E-cadherin (BD Transduction Laboratories, New Jersey, NJ), anti-β-catenin (BD), anti-vimentin (Santa Cruz Biotechnology, Santa Cruz, CA) and anti-β-actin (Sigma-Aldrich) followed by incubation in the presence of the appropriate secondary antibody conjugated to peroxidase (Bio-Rad, Hercules, CA). The signal was then detected by an enhanced chemiluminescence detection system.

### Transmission electron microscopy studies

Spheroids were fixed in 2.5% glutaraldehyde in phosphate buffer and then processed for TEM analysis following standard procedures [41].

### Evaluation of necrotic cells in spheroids

Spheroids were moved in a plate containing 1∶4 Trypan blue in SRM for 4 h, placed in PBS and photographed at phase contrast. Spheroid cells showing cytosolic blebs were spotted on a glass slide, stained with DAPI and analyzed by fluorescence microscope.

### Immunofluorescence

Ten spheroids were placed in a well of a vinyl multiwell plate (Costar, Cambridge, MA). The culture medium was carefully removed, and 100 µl of OCT compound (Tissue Tek, Sakura, Zoeterwoude, NL) was layered on spheroid sediments, which were snap frozen by contact with liquid nitrogen. After the removal of the vinyl coat, the embedded spheroids were cut (4 µm) in a Leica CM 1850 cryostat microtome. Following air drying, sections were fixed in absolute acetone for 5 min. The same fixing procedure was applied to 15,000 DU145 cells plated in an 8 well Tissue Chamber Slide (Nunc, Naperville, IL) and allowed to grow for 1 day. Primary antibodies and secondary fluoresceine-labeled antibodies that were employed for immunophenotyping were used at optimal dilutions established on positive and negative controls. Primary antibodies anti-E-cadherin, anti-β-catenin (BD Transduction Laboratories) and anti-vimentin (Santa Cruz Biotechnology) were used. Fluorescein-labeled goat anti rabbit IgG antibodies were purchased from Cappel Lab (Cochranville, PA), and fluorescein-labeled F(ab)2 rabbit anti mouse IgG were obtained from Sigma-Aldrich. Stained cells were analyzed employing a Leica DMIRE2 microscope equipped with a Leica DFC 350FX camera and elaborated by a Leica FW4000 deconvolution software (Leica, Solms, Germany).

Immunofluorescence staining for CD56 was performed on spheroid cells grown for 20 days in FBS-supplemented medium. Cells were fixed in 4% paraformaldehyde and permeabilized with 0.2% Nonidet P40. Primary antibody anti-CD56 (Epitomics, Burlingame, CA) and secondary fluoresceine-labeled antibody (Alexa Fluor 488, Invitrogen) were used. Nuclei were stained with Hoechst before analysis by fluorescence microscope.

### Mouse xenograft studies

Male NOD/SCID mice (6–8 weeks old, weight 22–25 g) were maintained for 2 weeks prior to each experiment. Before cell injection, animals were randomly allocated to one of the following groups: a) not injected, b) injected with 1 spheroid containing approximately 5,000 cells, c) injected with 5,000 unsorted DU145 cells, and d) injected with 3×10^6^ unsorted DU145 cells. Each group consisted of 10 animals. On ice, 125 µl DU145 cell suspensions or 125 µl SRM containing 1 intact spheroid were mixed with 75 µl matrigel. Mice were injected subcutaneously in the flank and monitored thrice every week for palpable tumor formation for a total of 100 days. Tumor size was measured with caliper and area was assessed by using the values of long axis and short axis. Once tumors reached an area between 1.2 and 1.5 cm^2^, mice were euthanized, and tumors were excised.

### Histological and immunohistochemical analysis

At sacrifice, a portion of tumor samples was fixed in 4% paraformaldehyde, paraffin-embedded and routinely stained by hematoxylin and eosin (H&E). CD56 immunohistochemical staining was carried out on 2 µm thick paraffin-embedded sections harvested on SuperFrost Plus slides (Menzel-Glaser, Braunschweig, Germany). The deparafinized and rehydrated sections were incubated with anti-CD56 primary antibody (Novocastra, Newcastle upon Tyne, UK) followed by anti-mouse biotinylated antibody and streptavidin-peroxidase complex (LSAB 2 system HRP, DakoCytomation, Milan, Italy) and 3,3′-diaminobenzidine (DAB substrate chromogen, DakoCytomation) was used as chromogen. To assess blood vessels density, 4 µm acetone-fixed cryostat sections were stained with anti-mouse CD31 monoclonal antibody kindly provided by Prof. A. Mantovani (Humanitas Inst. Milan, Italy) and MOM immunoenzymatic detection system purchased from Vectastain Labor (Burlingame, CA). Amino-ethyl carbazole was employed as chromogenic substrate. Nuclei were detected by slightly counterstain with Mayer hematoxylin and slides mounted in aqueous mounting medium (UCS Diagnostic, Rome, Italy). Vessels density was assessed by counting CD31 positive structures in at least 15 randomly selected microscopic fields at ×200 magnification. All morphological analyses were performed by two independent investigators.

### FACS analysis of tumors

Tumors excised from mice were collected in DMEM containing FBS and immediately processed. Tumors generated from spheroid injection needed an accurate removal of the adjacent murine tissues. Neoplastic tissues were dissociated mechanically and enzimatically using 2 mg/ml collagenase (Sigma-Aldrich) at 37°C for 90 min and sieved through 40 µm cell strainers. The cells were then resuspended in FACS buffer and incubated with anti CD44-PE and anti CD24-FITC antibodies for FACS analysis, as previously described.

### Conditioned medium experiments

DU145 cells were plated in 100 mm tissue culture dishes in 10 ml DMEM medium supplemented with FBS and grown for 3 days until subconfluence. The third day cells were harvested and plated again at the starting density in fresh medium for another 3 days, whereas the medium removed from the plates was used as CM from DU145 cells after being centrifuged at 1,000 rpm for 5 min and filtered through a 0.2 µm filter. This protocol was repeated for the duration of the experiment (20 days). In parallel, 4 spheroids were fragmented and cultured in CM or in DMEM containing FBS. The 2 culture media were replaced every 3 days with fresh CM or FBS-supplemented medium up to 20 days. To increase the concentration of soluble factors released from DU145 cells in CM a double number of DU145 cells were cultured in 10 ml FBS-containing medium for 3 days. As previously described, every 3 days cells were harvested and plated again at the starting density, whereas the collected medium was used as enriched CM to grow CSC contained in spheroids for a total of 20 days. On days 5, 10, 15 and 20, the proliferation of cells was measured with a Neubauer counting chamber. The cell culture morphology was observed under an optical microscope.

### RNA extraction

Total RNA was extracted from DU145 cells, control spheroids (groups of at least 30 spheroids of 400 µm in diameter or smaller) and spheroid cells grown in FBS-containing medium or in CM, according to the experimental design, through RNeasy Plus Micro Kit (Qiagen, Valencia, CA). For RNA extraction from mice tumors, frozen tissues were homogenized with an Ultra Turrax T 25 homogenizer in Trizol reagent (Invitrogen) and processed according to the manufacturer's instructions. RNA quantity and purity were assessed using a NanoDrop® instrument (Thermo Fisher Scientific Inc., Wilmington, DE). Total RNA integrity was assessed by Experion RNA Standard Sense kit (BioRad), and the RNA Integrity Number was calculated.

### Microarray hybridization and data analysis

Each condition was replicated 3 times. After extraction from spheroids and DU145 cells and quality checks, 70 ng of total RNA was retrotranscribed to cDNA by using the Applause™ WT-Amp Plus ST RNA Amplification Systems (NuGEN Technologies, San Carlos, CA). Five microliters of cDNA was fragmented and biotin-labeled by the Encore™ Biotin Module (NuGEN Technologies) following the procedure described by the manufacturer. The resulting biotin-labeled library was hybridized on GeneChip® Exon 1.0 ST human microarrays (Affymetrix, Santa Clara, CA). The CEL files resulting from the hybridization were analyzed using oneChannelGUI 1.6.5 [42]. Gene-level calculations were performed by Robust Multichip Average [43] and normalization by quantile sketch [44]. To assess differential expression at the gene-level, we used an empirical Bayes method [45] together with a false discovery rate (FDR) correction of the p-value [46]. Thus, the list of differentially expressed genes was generated using an FDR≤0.05 together with an absolute log_2_-(fold-change) threshold of 1. Differential expression was detected by linear model statistics. This method is based on the fitting of a linear model to estimate the variability in the data. In the case of one-channel microarray data, this approach is the same as the analysis of variance except that a model is fitted for every gene. For the detection of the differential expression, an empirical Bayes method is used to moderate the standard errors. The use of moderated statistics for the detection of differential expression is especially useful in cases of experiments with a small number of replicates.

The data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus [47] and are accessible through GEO Series accession number GSE28313.

### cDNA synthesis and quantitative PCR

RNA was reverse-transcribed to single strand cDNA using random primers and Superscript II (Invitrogen). The ABI Prism 7000 Sequence Detection System and all reagents for Q-PCR were purchased from Applied Biosystems (Foster City, CA). Primers and probes for human CD44, CD24, CGA, CDH1, CYR61, DPP4, IGFBP3, ITGB6, LCN2, TGFB2 and mouse CD31, and for the endogenous reference genes human glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and mouse β2-microglobulin (B2M) were purchased as TaqMan Gene Expression Assays. cDNA template was amplified in a reaction mixture containing TaqMan Universal PCR master mix and primers/probe mixture according to the manufacturer's default cycling conditions. For each amplification reaction, a standard curve was generated using serial dilutions (200, 40, 8, 1.6, 0.32 ng) of reverse-transcribed RNA extracted from DU145 cells or tumors generated from spheroid injection, according to the experimental design, and run concurrently with the test samples. All amplification reactions were performed in triplicate. Target gene expression was normalized to GAPDH or to B2M to correct for differences in the quantity of cDNA used for the amplification reactions.

### Statistical analysis

Mean values ± SEM from 3 independent experiments are shown. Statistical analysis was performed using the unpaired Student's *t*-test. *P* values of <0.05 were considered significant.

## Supporting Information

Table S1 **List of differentially expressed genes in CSC and DU145 cells obtained by microarray analysis.** Fold change represent the differential expression level of each gene in spheroid CSC with respect to DU145 cells. Genes listed in red are over-expressed in CSC, whereas genes showed in green are less expressed.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

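Gene expression was measured in bulk DU145 prostate carcinoma cells and in CSC, the CD44+CD24- cells of that line grown as spheroids, on Human Exon 1.0 ST arrays. There were 3 DU145 and 4 CSC samples. The groups and replicate numbers were taken from the sample labels and the paper. The paper states 3 replicates per condition and does not say which CSC arrays it used.

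The authors made the values from the scanner files with oneChannelGUI, by gene-level Robust Multichip Average and quantile-sketch normalization, as the paper's methods state. The deposited table holds 1 value for each array and each of 22011 transcript clusters on the log2 scale. The scale was checked on the values, which run from 0.24 to 13.8. The genome build, the scan dates and any filter before deposit are not given in the sources used here, and no detection p-values were used. Exon-level values were not analysed here. In any pair of arrays, 6.43% to 10.5% of clusters held identical values, and the median absolute difference was 0.16 to 0.23 between arrays of a group, so no array was a copy of another.

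Transcript clusters were named through a table that pairs them with the platform's gene symbols and through a RefSeq gene table. Of the clusters, 14432 had 1 symbol, 2408 several and 5171 none. No gene was named from a cluster with several symbols. The symbols stood for 14232 genes, 197 of which had more than 1 such cluster, and each was then read from the cluster with the highest mean over all arrays. There were 28 symbols that the gene table does not hold. GAPDH had no cluster of its own.

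All 7 arrays entered a limma linear model (limma 3.58.1 in R 4.3.3) with condition as the only term and empirical Bayes moderation. A cluster was called at a Benjamini-Hochberg adjusted p of at most 0.05 over all clusters and an absolute log2 fold change of at least 1. Errors are the SD of the log2 values or the standard error of the model. Adjusted p-values in the text are from limma unless another test is named. Single genes were also compared by an exact two-sided permutation test over the 35 splits of 7 arrays into 3 and 4, whose smallest p is 0.0286. The number of arrays limits the precision.

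The text names every gene the paper names for this comparison, the 10 largest increases and 10 largest decreases among called clusters with 1 symbol whose groups did not overlap, and for each gene list up to 4 called members with the largest change and up to 2 more that a sentence is about, except 2 genes that are left out of the text. In all, 47 gene lists were written, 5 of them groups of the 22 selected genes and 1 the other markers the paper names. The lists, the rule for named genes, the tests of genes and lists and the alternatives were fixed before the data were examined, but after Table S1 had been read, so its values count as seen. Part of the tests of explanations in the closing section was chosen later, as stated there. Of the 47 lists, 41 textbook lists were tested together.

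A list was called at an adjusted p of at most 0.05 from limma's camera test with a preset correlation of 0.01 between genes, which compares the list with all other genes. The test was repeated with a correlation estimated from the arrays, and with fry, which tests whether a list's genes move, on balance, one way and does not compare them with other genes. With the preset correlation 19 lists were called, 12 higher and 7 lower. With an estimated correlation none of the 19 was. The median log2 fold change was 0.08 over all clusters and 0.10 over all genes.

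The fit was tested on simulated data, with 50 of the 22011 clusters changed at each size. It called 2% of the clusters with a true absolute log2 fold change of 0.7, 80% at 1.5, 88% at 2.5 and 96% at 4, each in the right direction, and 1 unchanged cluster. Of 41 simulated lists, the 1 shifted by 0.6 was called and none of the others was. The simulated clusters were drawn independently of each other. This simulation therefore cannot show how the list test behaves where genes are correlated, as they may be on the real arrays.

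DU145 and CSC arrays share replicate numbers in the labels. The correlation of same-numbered arrays' deviations from their group means was not above 0.1 for any pair, so the numbers were not used as pairs. The alternatives covered the thresholds on p and fold, filters on dim or little-varying clusters, centring and a further quantile normalization, intensity trend with robust moderation, array weights, the methods' t-test, a replicate block, clusters with 1 symbol only, the mean of a gene's clusters, the correlation and tool of the list test and each array left out in turn. Ingenuity Pathways Analysis, Q-PCR, immunofluorescence and tumor data were not analysed here.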

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

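The tests of chance and brightness bins, both tests of the interferon-stimulated genes and the test of a lower share of cycling cells were chosen after their results had been seen. Those of scaling, RNA preparation and the brightness of mitosis genes were set out before.

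CSC differed from DU145 cells by more than other ways of splitting the arrays. Of the 35 splits into 3 and 4 arrays, only 1, the real one, gave as many as 286 called clusters, and the highest count of another split was 2, so chance in how the arrays were split can be excluded at 1 of 35, the smallest share that 3 arrays against 4 allow. The other splits mix DU145 and CSC arrays or divide the CSC arrays, so that the difference between the groups widens their spread, and the count does not show that the arrays came from separate cultures.

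Single CSC arrays stood far from the other 3 for 5 of 88 named genes and 2 of 41 lists, and chance alone marks about 1 in 20. The gap to the nearest array, as a share of the range, was 0.907 for CYR61 (CCN1) in CSC array 4, 0.902 for JUP in CSC array 1, 0.908 for CAV1 in CSC array 2, 0.843 for KLF4 in CSC array 1 and 0.850 for SLPI in CSC array 1. For the means of lists it was 0.930 for the FOXO and growth factor withdrawal genes, at 7.19 in CSC array 4 against 7.04 to 7.05 in the others, and 0.955 for the integrins, at 7.35 in CSC array 4 against 7.05 to 7.06.

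Several lists that the paper does not discuss were higher in CSC, each by limma's camera test. These lists too were written after Table S1 had been read, so their counts and tests are not independent of it. Of 37 interferon-stimulated genes, 6 were called higher and none lower (24 and 0 adjusted over the list alone; median log2 fold change 0.88, adjusted p = 2.59e-11; adjusted p = 0.094 with an estimated correlation). Of 22 secreted epithelial defense proteins, 8 were called higher and none lower (12 and 0 adjusted over the list alone; median 0.96, adjusted p = 1.45e-05; adjusted p = 0.094 with an estimated correlation). LCN2 and MUC1 are among these 8, and the study selected them on these samples, as it did TXNIP of the FOXO list. Of 21 hypoxia and HIF targets, 4 were called higher (10 higher and 1 lower adjusted over the list alone; median 0.68, adjusted p = 0.000246; adjusted p = 0.440 with an estimated correlation). Of 18 fatty acid oxidation and PPAR targets, 3 were (6 adjusted over the list alone; median 0.38, adjusted p = 0.000416; adjusted p = 0.309 with an estimated correlation), and of 19 NRF2 antioxidant genes, 4 (9 adjusted over the list alone; median 0.46, adjusted p = 0.00101; adjusted p = 0.440 with an estimated correlation). Of 23 unfolded protein response and ATF4 targets, 2 were called higher (7 adjusted over the list alone; median 0.42, adjusted p = 0.00249; adjusted p = 0.235 with an estimated correlation), of 23 FOXO and growth factor withdrawal genes, 4 (11 adjusted over the list alone; median 0.61, adjusted p = 3.60e-06; adjusted p = 0.094 with an estimated correlation), and of 21 lysosome and autophagy genes, 2 (10 adjusted over the list alone; median 0.36, adjusted p = 1.33e-05; adjusted p = 0.121 with an estimated correlation). No member of these lists was called lower over all genes.

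Against RNA of leukocytes as the source of the rise of interferon-stimulated genes in CSC, leukocyte markers had an upper quartile of log2 fold changes of 0.37, under 0.44, which is 50% of the interferon list's median, and the pan-leukocyte marker PTPRC was at 2.20 in DU145 cells and 2.27 in CSC. On the other side, 4 of the 15 markers lay at or above 0.44, the list's mean level was 4.72 to 4.92 on the CSC arrays and 4.44 to 4.55 on the DU145 arrays, fry gave an adjusted p of 0.0396, and the brightest marker, CD68, which other cells also express, was at 8.47 in DU145 cells and 9.37 in CSC. Of genes known from myeloid cells and named here after their values were seen, TREM1 and S100A8 rose by 3.94 and 2.76 and S100A12 had a log2 fold change of 2.50 (adjusted p = 0.0787 from limma), while TYROBP had one of -0.02 and CD14 of 0.31. Without each CSC array in turn the interferon list's median was at least 0.79, which argues against a single array. The leukocyte markers as a set argue against leukocyte RNA as the whole source. A part from other cells, myeloid cells included, is not excluded by these values alone. By the methods, however, the CSC were sorted from a cultured carcinoma line and grown in vitro, and the paper names no leukocytes in these cultures. S100A8 is also on the list of secreted epithelial defense proteins. By the paper's methods, though not by the sample labels, medium, serum and growth in suspension differed between CSC and DU145 cells together with the sort, so which of them the rise may follow stays open, as does the loss of the list's call with an estimated correlation.

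The mitosis list was lower in CSC by limma's camera test, with 2 of 37 genes called and an adjusted p of 0.175 with an estimated correlation, while the DNA replication list did not pass, though it did, on the lower side, without DU145 array 1, CSC array 2 or CSC array 3. A lower share of cycling cells would lower both lists, but the DNA replication genes had a median log2 fold change of 0.0106 (SD across genes 0.24) against -0.47 for the mitosis genes, and 5 of 36 against 29 of 37 lay at or below -0.23. The mean of mitosis genes minus that of DNA replication genes was 1.04 to 1.06 on the DU145 arrays and 0.14 to 0.78 on the CSC arrays, apart in every array, though with an exact permutation p of 0.0571. Of 10000 random lists of like brightness, 0.01% is the smallest share that can be given, and none had a median as low (lowest -0.10, median 0.12). With median centring the medians were -0.06 for DNA replication and -0.54 for mitosis genes, and over all genes the uncentred median was 0.10. The paper reports that spheroids grew very slowly and that their cells, moved to serum, at first doubled more slowly than DU145 cells. The array values argue against a lower cycling share as the whole cause, though not as a part of it, and against brightness. A change within the cycle or in the transcripts of G2 and M may remain as a hypothesis, with no test of it here.

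Clusters without a gene symbol were mostly lower in CSC, 60 of the 67 called, while named clusters were mostly higher. Within bins of equal brightness the median of unnamed clusters lay below that of named ones in 10 of 10 bins, so dimness does not account for the difference. After a further quantile normalization the gap between the medians was -0.19 against -0.20, with 123 unnamed clusters called lower and 8 higher. By the methods the values had already been normalized by quantile sketch. A further step could change the gap little, so it cannot exclude scaling as a cause. The level of unnamed relative to named clusters was 0.06 to 0.12 on the DU145 arrays and -0.08 to -0.03 on the CSC arrays, a difference of -0.15. RNA preparation that differed between spheroids and bulk cells cannot be told apart from the groups, because any such difference would follow the groups. No biological explanation was tested.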

How the results depend on the processing

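All alternatives were planned. The number of called clusters (286, 159 higher and 127 lower in CSC) depended on the thresholds, the filters and the arrays, and the cause was not tested. It was 957 (399 and 558) at an unadjusted p, 450 (270 and 180) without the fold limit, 65 (42 and 23) when limma's treat tested against 0.5, 588 (294 and 294) among clusters with an interquartile range of at least 0.25, 430 (201 and 229) after a further quantile normalization, 495 (297 and 198) with array weights and 44 (26 and 18) by the methods' t-test. The higher count was 244 above the lower quartile by mean, and the lower count 66 among clusters with 1 symbol, where fewer clusters are tested. After median centring 192 were higher and 221 lower, so the balance turned there, as it did after the further quantile normalization. With 1 array left out the count was 56 to 279 (31 to 185 higher, 25 to 117 lower).

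Of the 22 selected genes 14 were called, 2 by the methods' t-test and 3 to 14 with 1 array left out. The lists called (19) stayed at 19 to 21 with 1 array left out, were 25 by fry and 0 with an estimated correlation in limma's camera test, where 11 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0621.

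Replicate numbers gave little sign of pairing: same-numbered deviations correlated at 0.0702, -0.0146 and 0.0484. Arrays 1 and 3 of each group correlated best with their own number, and arrays 2 did not. A fit with a replicate block also has few residual degrees of freedom. With the replicate block limma called 0 clusters (0 higher, 0 lower) and 0 of the 22 genes, 999 clusters and 21 genes having an unadjusted p under 0.05 with the fold limit, and 19 lists.

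Among clusters with a mean above the median, the medians of called lists moved from 0.40 to 0.79 for desmosomes, 0.49 to 2.32 for epithelial regulators, 0.96 to 2.33 for secreted defense and -0.11 to -0.03 for TGF-beta targets. Basal and BMP and WNT lists also passed among clusters with a mean above the median, NF-kB and immediate early genes after median centring, and NF-kB, p53, cell death, pluripotency, luminal, neuroendocrine and leukocyte lists by fry, which lost caveolae. Of the 23 settings, 15 to 17 were run for a gene and 12 or 13 for a list. Where a call was made under either setting, no gene changed sign and no list's test changed direction, but the medians of caveolae (-0.34 to 0.01), extracellular matrix (-0.26 to 0.05), basal genes (-0.39 to 0.14), BMP and WNT genes (-0.32 to 0.08) and DNA replication (-0.06 to 0.07) changed sign, as did, without a call, those of the angiogenic, ribosomal, endothelial, glycolysis, integrin and histone lists and the gene NCAM1 (-0.03 to 0.06). Of 1476 values of 88 genes 1057 kept their side of the threshold, 398 lost a call and 21 gained one, and of 530 values of 41 lists 491 kept it, 20 lost and 19 gained. Signal over background could not be judged without detection values.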

Differences from the paper's values

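The paper gives more than 400 differentially expressed genes, and 204 genes named by a single cluster were called here at the methods' false discovery rate and fold limit. Of the alternatives set before the data were examined, the gene count came within 1.5 times the paper's under an unadjusted p (441), no fold limit (305), clusters with a mean above the median (269), clusters above the lower quartile (290), an interquartile range of at least 0.25 (348), a further quantile normalization (271) and array weights (333). It did not under limma's treat (52), median centring (257), trend and robust moderation (214), the methods' t-test (36), the replicate block (0), clusters with 1 gene symbol only (247) or any array left out (45 to 210). Only the unadjusted p, the threshold in the wording of the paper's results, gave more than 400 genes. Counted as transcript clusters, whatever their annotation, the 286 lie within 1.5 times the paper's count, and more than 400 were reached with an unadjusted p (957), no fold limit (450), clusters above the lower quartile (417), the interquartile range filter (588), median centring (413), a further quantile normalization (430) and array weights (495).

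For RBM47 the paper's Table S1 gives a log2 fold change of 2.557 and the deposited values 2.32, a difference above the replicate SD of 0.23. It lay within that SD with array weights (2.38), with the replicate block (2.33), and without DU145 array 3 (2.45), CSC array 1 (2.42) or CSC array 4 (2.33), and not under the other alternatives run for this gene. For BMPER the paper's value is -2.151 and the deposited values give -1.91, beyond the replicate SD of 0.22. It lay within the SD after median centring (-1.99), a further quantile normalization (-2.00), array weights (-1.94) and the replicate block (-1.96), and without DU145 array 2 (-1.95), DU145 array 3 (-1.94), CSC array 1 (-1.99) or CSC array 4 (-1.96), and not under the others. Of 71 named genes with a value in Table S1 these were the 2 that differed by more than the larger replicate SD of the groups. A gene with a wide spread can lie within that SD at a larger difference. ITGB6 did, at 1.337 in the paper and 1.03 in the deposited values, so the other genes need not match closely. Over the 374 matched genes of the table, the largest difference was that of P2RY14, 0.615 on the log2 scale from the paper's -1.611.

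The paper counts all 22 selected genes as differentially expressed, and 14 passed here. All 22 passed at an unadjusted p with the fold limit. Of the 8 that did not pass, ANGPT2 passed above the lower quartile, with the interquartile range filter, after median centring or a further quantile normalization, with array weights, as the mean of its clusters and without CSC array 1. BMP4 passed under the first 6 of these settings. CCL5 passed among clusters with a mean above the median, above the lower quartile, with the interquartile range filter, with array weights and without CSC array 4. ATF3 passed among clusters with a mean above the median, with the interquartile range filter and without CSC array 1. ITGB6, EGF, PTGS2 and EGR1 passed under none of the other alternatives run for single genes. The paper also assayed ITGB6, CDH1, CYR61, DPP4, IGFBP3, LCN2 and TGFB2 by Q-PCR. It reports that the differences were found in each of them, ITGB6 included, and those data were not analysed here. All 22 had the paper's direction. For the 3 genes without a line in the copy of Table S1, Fig. 5B shows about 2.3 for DPP4, about 2.1 for EGF and about 1.5 for EGR1, read by eye, and the deposited values gave 2.02, 1.91 and 1.59, within the replicate SD.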

Other observations

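The lists below are not discussed in the paper, and no explanation was tested for them. Among the interferon-stimulated genes, the RNA sensor OAS1 rose in CSC from 4.76 ± 0.16 (SD, n = 3) to 8.66 ± 0.45 (SD, n = 4) on the log2 scale, and IFI44, the viral RNA receptor IFIH1 and PARP9 rose by 1.96 (standard error 0.22), 1.73 (standard error 0.17) and 1.69 (standard error 0.26). The ubiquitin-like ISG15 of the same list had a log2 fold change of 0.13 (standard error 0.11, adjusted p = 0.521 from limma). Among secreted defense proteins, the calprotectin subunit S100A8 rose by 2.76 (standard error 0.39), the complement inhibitor CFI by 2.60 (standard error 0.27) and complement C3 by 2.03 (standard error 0.12). Of 18 antigen presentation genes, the invariant chain CD74 was called higher at 1.73 (standard error 0.27), none was lower and 17 did not pass (5 higher adjusted over the list alone; median 0.39, list adjusted p = 0.00501; adjusted p = 0.440 with an estimated correlation).

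Of the fatty acid oxidation, hypoxia, unfolded protein response, FOXO, NRF2 and lysosome lists, most members did not pass the test, and each list lost its call with an estimated correlation. Among the called members, the lipid droplet protein PLIN2 rose by 2.52 (standard error 0.09), the pyruvate dehydrogenase kinase PDK4 by 1.92 (standard error 0.18) and the mitochondrial fatty acid carrier enzyme CPT1A by 1.10 (standard error 0.17). Of the hypoxia targets, the mTOR inhibitor DDIT4 rose by 2.22 (standard error 0.20), the HIF hydroxylase EGLN3 by 2.04 (standard error 0.29), NDRG1 by 1.40 (standard error 0.18) and STC2 by 1.15 (standard error 0.19). The stress protein NUPR1 rose by 1.90 (standard error 0.14), the polyamine enzyme SAT1 by 1.61 (standard error 0.20) and the cyclin CCNG2 by 1.35 (standard error 0.21). The drug exporter ABCC3 and the glutathione synthesis enzyme GCLC rose by 1.64 (standard error 0.28) and 1.15 (standard error 0.16), and the lysosomal fucosidase FUCA1 and the autophagy receptor NBR1 by 1.37 (standard error 0.21) and 1.34 (standard error 0.19). Of 11 fatty acid synthesis genes, ACSS2 rose by 1.53 (standard error 0.26) and 10 did not pass (2 higher adjusted over the list alone; median 0.14, list adjusted p = 0.364). Of these genes OAS1, PLIN2 and NUPR1 were called without each of the 7 arrays in turn, PDK4 in 6, DDIT4 in 5, IFIH1 in 4, IFI44 and NDRG1 in 3, EGLN3, SAT1, CCNG2, GCLC and ACSS2 in 2, STC2, CPT1A, ABCC3, FUCA1, NBR1 and CD74 in 1 and PARP9 and S100A8 in none.

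Stem cell and lineage lists did not pass limma's camera test. Of 21 pluripotency and stem cell factors, the aldehyde dehydrogenase ALDH1A3 rose by 1.32 (standard error 0.22), KLF4, which the study selected on these samples, was the other called gene and 19 did not pass (6 higher and 1 lower adjusted over the list alone; median 0.12, list adjusted p = 0.232). PROM1, which encodes CD133, had a log2 fold change of 0.10 (standard error 0.06) at 2.33 in DU145 cells and 2.43 in CSC. Of 12 basal epithelial genes, KRT15 rose by 1.42 (standard error 0.25) together with CDH3, and 10 did not pass (3 higher and 3 lower adjusted over the list alone; test on the lower side with list adjusted p = 0.364, median 0.06 and, with median centring, -0.01). Of 12 prostate luminal genes none was called (1 higher adjusted over the list alone; median 0.12, list adjusted p = 0.615), and of 19 neuroendocrine genes RAB3B alone was, lower in CSC (2 higher and 1 lower adjusted over the list alone; median 0.10, list adjusted p = 0.823). ALDH1A3 was called without 2 of the 7 arrays in turn and KRT15 without 1.

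Of 24 immediate early genes, DUSP6 rose by 1.27 (standard error 0.22) beside KLF4, CYR61, like KLF4 selected by the study on these samples, fell and 21 did not pass (7 higher and 2 lower adjusted over the list alone; list adjusted p = 0.118). The call of DUSP6 held without 1 of the 7 arrays in turn. The list passed without DU145 array 3 (adjusted p = 0.0275) or CSC array 2 (adjusted p = 0.0434) and after median centring (adjusted p = 0.039). By limma, 0 of 15 glycolysis genes (2 higher adjusted over the list alone; list adjusted p = 0.615), 0 of 21 oxidative phosphorylation genes (0 adjusted over the list alone; list adjusted p = 0.313), 0 of 16 genes of cholesterol synthesis and uptake (1 higher adjusted over the list alone; list adjusted p = 0.244) and 0 of 18 ribosomal protein genes (1 higher adjusted over the list alone; median -0.06, mean 0.05, list adjusted p = 0.316) were called. Markers of other cell types were not called either, with 0 of 15 leukocyte markers (2 higher adjusted over the list alone; list adjusted p = 0.316), 0 of 9 fibroblast markers (0 adjusted over the list alone; list adjusted p = 0.617) and 0 of 11 endothelial markers (0 adjusted over the list alone; list adjusted p = 0.823).

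Apart from CDH1 and the other genes of the 22 that the paper also assayed, 7 genes that it names for other assays were measured, and none of these 7 was called. Not all of those assays compared RNA of spheroids and DU145 cells. Vimentin and beta-catenin were assayed as protein. CD56 was assayed in tumors and in spheroid cells grown with serum, chromogranin A in tumors, and beta-actin served as a reference for protein amounts. The paper states from Q-PCR that CD44 mRNA was similar in spheroids and DU145 cells and that CD24 mRNA was lower in spheroids. On the arrays CD44 was at 8.93 ± 0.41 (SD, n = 3) in DU145 cells and 7.75 ± 0.52 (SD, n = 4) in CSC, with all CSC arrays below all DU145 arrays (log2 fold change -1.18, standard error 0.33, adjusted p = 0.128 from limma), and CD24 was at 8.93 ± 0.36 and 8.54 ± 0.41 (log2 fold change -0.40, standard error 0.27, adjusted p = 0.449). Vimentin (VIM) had a log2 fold change of -0.59 (standard error 0.18, adjusted p = 0.157). Its RNA stayed at 10.16 in CSC, the 96.1 percentile of all clusters, while the paper found the protein only in rare spheroid cells. The changes of beta-catenin (CTNNB1), CD56 (NCAM1), chromogranin A (CHGA) and beta-actin (ACTB) were 0.12, 0.05, 0.11 and -0.26, with adjusted p-values of 0.648, 0.69, 0.611 and 0.365.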
